# Indirect Interspecies Regulation: Transcriptional and Physiological Responses of a Cyanobacterium to Heterotrophic Partnership

**DOI:** 10.1128/mSystems.00181-16

**Published:** 2017-03-07

**Authors:** Hans C. Bernstein, Ryan S. McClure, Vera Thiel, Natalie C. Sadler, Young-Mo Kim, William B. Chrisler, Eric A. Hill, Donald A. Bryant, Margaret F. Romine, Janet K. Jansson, Jim K. Fredrickson, Alexander S. Beliaev

**Keywords:** consortia, cyanobacteria, heterotroph, microbial interactions, transcriptome

## Abstract

The mechanisms by which microbes interact in communities remain poorly understood. Here, we interrogated specific interactions between photoautotrophic and heterotrophic members of a model consortium to infer mechanisms that mediate metabolic coupling and acclimation to partnership. This binary consortium was composed of a cyanobacterium, *Thermosynechococcus elongatus* BP-1, which supported growth of an obligate aerobic heterotroph, *Meiothermus ruber* strain A, by providing organic carbon, O_2_, and reduced nitrogen. Species-resolved transcriptomic analyses were used in combination with growth and photosynthesis kinetics to infer interactions and the environmental context under which they occur. We found that the efficiency of biomass production and resistance to stress induced by high levels of dissolved O_2_ increased, beyond axenic performance, as a result of heterotrophic partnership. Coordinated transcriptional responses transcending both species were observed and used to infer specific interactions resulting from the synthesis and exchange of resources. The cyanobacterium responded to heterotrophic partnership by altering expression of core genes involved with photosynthesis, carbon uptake/fixation, vitamin synthesis, and scavenging of reactive oxygen species (ROS).

**IMPORTANCE** This study elucidates how a cyanobacterial primary producer acclimates to heterotrophic partnership by modulating the expression levels of key metabolic genes. Heterotrophic bacteria can indirectly regulate the physiology of the photoautotrophic primary producers, resulting in physiological changes identified here, such as increased intracellular ROS. Some of the interactions inferred from this model system represent putative principles of metabolic coupling in phototrophic-heterotrophic partnerships.

## Abstract (precis)

This study elucidates how a cyanobacterial primary producer acclimates to heterotrophic partnership by modulating the expression levels of key metabolic genes. Heterotrophic bacteria can indirectly regulate the physiology of the photoautotrophic primary producers, resulting in physiological changes identified here, such as increased intracellular ROS. Some of the interactions inferred from this model system represent putative principles of metabolic coupling in phototrophic-heterotrophic partnerships.

## INTRODUCTION

Interspecies microbial interactions are controlled by the genome-encoded functions belonging to individual organisms and from their responses to environmental cues. Community-level responses are a function of all species, including those in low abundance, and comprehensive analyses require species-level resolution (1). Most microbial communities in nature are structurally and functionally complex, and it is technically challenging to make species-specific observations of behavior. Hence, model microbial consortia, maintained under controlled environments, are attractive for interrogating the principles by which multispecies interactions mediate the exchange of nutrients, vitamins/cofactors, and energy under different growth conditions and environmental constraints (2–6).

Phototroph-heterotroph partnerships are essentially ubiquitous in photic environments and mediate key biogeochemical and ecological processes on a global scale (7). In this study, we employed a bottom-up approach to infer and test specific interactions occurring within a constructed binary consortium containing a unicellular cyanobacterium, *Thermosynechococcus elongatus* BP-1, and an obligate aerobic heterotroph, *Meiothermus ruber* strain A (here *T. elongatus* and *M. ruber*, respectively). *T. elongatus* is a thermophilic, unicellular cyanobacterium previously investigated in numerous ecophysiological and biotechnological studies (8–13). Its genome is well characterized (14) and was first isolated from a hot spring cyanobacterial mat environment near Beppu, Japan (15). *M. ruber* strain A is an aerobic, heterotrophic thermophile isolated from an enrichment culture of *Synechococcus* sp. strain JA-3-3-Ab, which was sampled from a cyanobacterial mat inhabiting the outflow of Octopus Spring in Yellowstone National Park (WY, USA) (16, 17), and shares 98.6% nucleotide identity to the 16S rRNA gene of a closely related strain, *Meiothermus ruber* DSM 1279 (18). At the genome level, both *M. ruber* strains display substantial functional relatedness with regard to carbohydrate and energy metabolism, including genes for glycolysis, tricarboxylic acid cycle, oxidative pentose phosphate, Entner-Doudoroff, and aerobic respiratory electron transfer pathways (16). Similarly to *M. ruber* DSM 1279, strain A lacks an assimilatory nitrate reduction pathway; hence, it depends upon reduced N sources produced by *T. elongatus* when cocultured in minimal medium containing only nitrate. This consortium was constructed specifically to identify interactions underlying acclimation responses to heterotrophic partnership. Simplified consortia, such as the system presented here, are useful tools for studying microbial interactions at the species level. It is much more difficult to interrogate species-resolved responses to partnership in natural systems, in which membership cannot be controlled. Typically, such studies have invoked only bulk measurements of physiological or biochemical activities derived from the entire community or have examined subsets, focusing on only the dominant members (19).

In this study, analyses were performed on both member species by interrogating transcriptional and physiological data associated with a commensal “producer-consumer” interaction (20). These data were collected across tightly controlled steady states maintained via discrete incident irradiance (I_i_) and dissolved O_2_ tension (pO_2_) treatments. The strains were chosen because of an obligate dependency of *M. ruber* on cyanobacterium-derived carbon and nitrogen, when the consortium was grown in autotrophic minimal medium containing nitrate. These are representative thermophiles derived from hot spring cyanobacterial mats that are hallmark habitats for high solar I_i_ and pO_2_ that significantly influence microbial interactions and the ecosystem properties (21–25). We designed controlled cultivation experiments that compared axenic growth of *T. elongatus* to growth in the consortium and concluded that *M. ruber* acted as a commensal partner supported by direct metabolite exchange. We then hypothesized that *T. elongatus* sensed and acclimated to its partner and that this behavior represented indirect interspecies regulation where each species coordinated some transcriptional events in response to the other. We conclude that some of these behaviors that relate to the most foundational functions of life, such as carbon and energy acquisition, may represent generalizable principles for phototroph-heterotroph interactions that can occur in habitats subjected to a dynamic range of light and oxygen tensions.

## RESULTS

### Photoautotrophically supported binary culture.

*T. elongatus* supported heterotrophic growth of *M. ruber* under photoautotrophic growth conditions (i.e., CO_2_/HCO_3_^−^ as the sole carbon sources) in the defined medium containing nitrate with no vitamin amendments (see Fig. S1 in the supplemental material). Stable compositional and metabolic steady states were maintained under turbidostat control. The relative abundances of *T. elongatus* and *M. ruber* remained stable across the treatments and maintained average values of 90.2% ± 2.0% and 9.1% ± 1.5% cell counts, respectively. Because *M. ruber* lacks the ability to assimilate nitrate (16) (Fig. S2), its capacity to maintain a stable population indicates that a consistent flux of both organic carbon and organic/assimilated nitrogen emanates from the cyanobacterium. Relative extracellular metabolite measurements (i.e., peak area of quantifiable metabolites) confirmed that organic carbon and nitrogen were available for heterotrophic growth and present in the form of citric acid and several amino acids, respectively, although compounds in lower abundance were not accounted for (Fig. S3).

10.1128/mSystems.00181-16.2 FIG S1  (A) A representative confocal micrograph (1 of 40) of cells maintained as a stable, photosynthetically supported binary culture of *T. elongatus* (red; autofluorescence) supporting *M. ruber* (green; SYBR gold). Bar, 10 µm. (B) Relative abundances measured in percentage of cells counted via fluorescence-activated cell sorting. Values represent the means from three independent steady states held under different oxygen tensions (pO_2_ = 0, 0.3, and 0.6 atm-O_2_). Error bars represent ±1 standard deviation. Download FIG S1, PDF file, 0.1 MB. Copyright © 2017 Bernstein et al. 2017 Bernstein et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00181-16.3 FIG S2  Batch growth and nitrate assay. Each data point represents the mean from three biological replicates. The optical densities (OD_600_) of *M. ruber* cells are matched to the *M. ruber* nitrate samples. Error bars represent ±1 standard deviation. The abiotic control experiment revealed no change in nitrate concentration, which remained constant at 106 ± 3 mg liter^−1^ over 48 h. Download FIG S2, PDF file, 0.2 MB. Copyright © 2017 Bernstein et al. 2017 Bernstein et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00181-16.4 FIG S3  Extracellular metabolite measurements of axenic *T. elongatus* (Ax) and the binary culture (Bi). Specific turbidostat steady-state conditions are designated with the following abbreviations: HL, high light (1,995 µmol photons m^−2^ s^−1^); ML, medium light (1,190 µmol photons m^−2^ s^−1^); LL, low light (197 µmol photons m^−2^ s^−1^); HO, high O_2_ (pO_2_ = 0.6 atm); MO, medium O_2_ (pO_2_ = 0.3 atm); LO, low O_2_ (pO_2_ = 0.0 atm). Measurements are the means from two biological replicates with standard errors. Download FIG S3, PDF file, 0.3 MB. Copyright © 2017 Bernstein et al. 2017 Bernstein et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00181-16.5 FIG S4  Concordance of replication shown as the ranges between biological duplicate measurements of mRNA abundances (RPKM) values for 2,479 genes under each steady-state condition for which *T. elongatus* gene expression was analyzed. 

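The ranges were computed from reads per gene, recovered from the deposited values and scaled by the size factors that those values carry, as the difference between the 2 samples of a condition divided by their mean. Over the 2306 genes tested, the median range was lowest in axenic culture at high light, 0.150, and highest in axenic culture at low light, 0.255, with 0.253 in axenic culture at high oxygen. The other medians lay between 0.151 and 0.203. Sampling of the reads alone gives medians from 0.0971 to 0.144 over the 10 conditions, so each pair of samples differed by more than read sampling. With reads divided by the total reads of the sample, all RNA included, a scaling chosen after seeing the data, the medians ran from 0.161 in axenic culture at mid oxygen to 0.301 in axenic culture at low light.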

Specific turbidostat steady-state conditions are designated with the following abbreviations: AX, axenic *T. elongatus*; BC, binary culture; HL, high light (1,995 µmol photons m^–2^ s^–1^); ML, medium light (1,190 µmol photons m^–2^ s^–1^); LL, low light (197 µmol photons m^–2^ s^–1^); HO, high O_2_ (pO_2_ = 0.6 atm); MO, medium O_2_ (pO_2_ = 0.3 atm); LO, low O_2_ (pO_2_ = 0.0 atm). Download FIG S4, PDF file, 0.2 MB. Copyright © 2017 Bernstein et al. 2017 Bernstein et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00181-16.6 FIG S5  Concordance of replication shown as the ranges between biological replicate measurements of mRNA abundances (RPKM) values for 4,492 genes under each steady-state condition for which species-resolved gene expression was analyzed; binary cultivation of *T. elongatus* and *M. ruber*. Specific turbidostat steady-state conditions are designated with the following abbreviations: HL, high light (1,995 µmol photons m^–2^ s^–1^); ML, medium light (1,190 µmol photons m^–2^ s^–1^); LL, low light (197 µmol photons m^–2^ s^–1^); HO, high O_2_ (pO_2_ = 0.6 atm); MO, medium O_2_ (pO_2_ = 0.3 atm); LO, low O_2_ (pO_2_ = 0.0 atm). Replication of transcriptomic analyses was performed in duplicate with the exception of condition HL-LO, for which replication was performed in quadruplicate. Download FIG S5, PDF file, 0.1 MB. Copyright © 2017 Bernstein et al. 2017 Bernstein et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Turbidostat steady states, controlled by incident irradiance (I_i_), yield the respective maximum specific growth rates (µ) for each condition. Axenic *T. elongatus* and the binary culture µ values increased with I_i_ values that were between 350 and 2,000 µmol photons m^−2^ s^−1^. Cell growth did not saturate or became inhibited within the bounds of experimentally imposed I_i_ treatments. The µ values measured for the binary consortium were nearly identical to those for the *T. elongatus* axenic control under each I_i_ treatment. The cultures (binary and axenic) approached 2.4-h doubling times at the highest I_i_ treatments (2,000 µmol photons m^−2^ s^−1^). As expected, analysis of the specific growth rate, on a carbon-mole basis (Cmmol biomass h^−1^ g^−1^_cell dry weight_), indicated that heterotrophic partnership had a negligible effect on the net conversion of inorganic carbon to biomass compared to the *T. elongatus* axenic control (Fig. 1A). The specific rates of O_2_ production measured in the binary consortium were lower than those in the *T. elongatus* axenic control (Fig. 1B). Hence, the photosynthetic quotients, approximated here as the Cmol fixed into biomass by moles O_2_ produced, were greater in the binary culture than in the *T. elongatus* axenic control (Fig. 1C). The binary culture captured more of its reductant in biomass than did axenic *T. elongatus* as a result of concurrent heterotrophic growth, inferred to be supported by cyanobacterium-derived reduced carbon and nitrogen sources.

**FIG 1:**
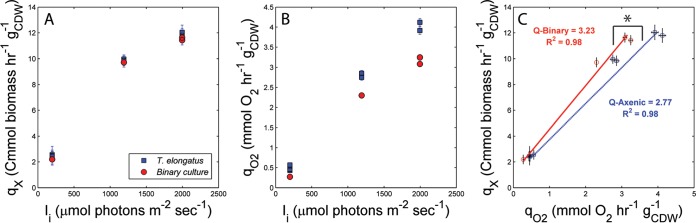
Growth and photosynthesis kinetics of the *T. elongatus* axenic (blue) and binary (red) cultures held under variable irradiance-controlled turbidostat steady states. (A) Specific growth rates on a Cmol basis. (B) Specific rate of net O_2_ production (net photosynthesis). (C) Growth rate plotted against net photosynthesis. The slope of these curves represents the photosynthetic quotients or yields of carbon uptake into biomass per net photosynthetic output. Each data point represents the average of measurements taken every minute over a minimum of three reactor residence times held under each respective steady state. Error bars represent ±1 standard deviation. *, significant differences with >99% certainty as determined by *t* test of unequal sample sizes, assuming equal variance; CDW, cell dry weight.

### Interaction leads to reduced oxygen sensitivity.

The binary consortium exhibited a decreased sensitivity to O_2_ stress compared to the *T. elongatus* axenic control (Fig. 2). A linear decrease in µ was observed, for both the axenic and binary cultures, as the partial pressure of O_2_ (pO_2_; corresponding to inlet gas composition) was raised from 0 through 0.59. This decrease was ameliorated in the binary culture. The maximum pO_2_ treatment provided a dissolved O_2_ concentration of 366 µM or 281% of air saturation (at 52°C). Oxygen sensitivities were measured as the absolute slope(s) 0.127 ± 0.004 and 0.086 ± 0.005 h atm-O_2_^−1^ (± standard error) for the *T. elongatus* axenic control and binary consortium, respectively.

**FIG 2:**
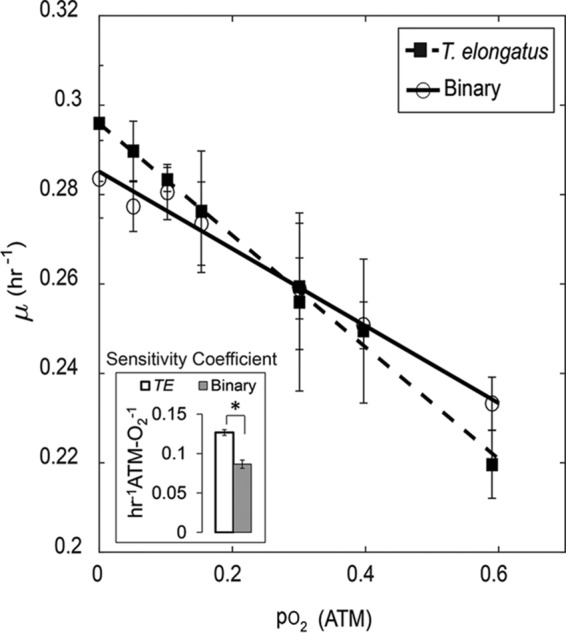
Oxygen inhibition profiles of steady-state specific growth rates controlled under increasing oxygen tensions (pO_2_ of in-gas). The absolute value of the slopes represents the sensitivity coefficients which are inversely proportional to the growth resistance to O_2_ stress for each culture. The sensitivity coefficients were determined to be 0.127 ± 0.004 and 0.086 ± 0.005 (± standard error) for the *T. elongatus* axenic (*TE*) and binary (Binary) cultures, respectively. Each data point represents the average of measurements taken every minute over a minimum of three reactor residence times held under each respective steady state. Error bars represent ±1 standard deviation. *, significant differences with >99% certainty as determined by *t* test of unequal sample sizes, assuming equal variance.

### Cyanobacterial responses to heterotrophic partnership.

*T. elongatus* showed a different transcriptional response in the presence of *M. ruber* than the axenic control. 

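*T. elongatus* was sampled at 5 steady states in axenic culture and at the same 5 in binary culture with *M. ruber*, and RNA from 2 samples of each of the 10 conditions was sequenced, 20 samples in all. Incident irradiance was 197 (low light), 1190 (mid light) or 1995 (high light) µmol photons per square meter per second at a pO_2_ of 0 atm, and pO_2_ was 0.3 (mid oxygen) or 0.6 atm (high oxygen) at the highest irradiance. For the samples at raised pO_2_, the treatment text of the sample labels gives an irradiance of 197. The light tag of the same labels and the deposited column names give high light. Their irradiance is therefore taken from the paper's text. The authors deposited 1 value per gene and sample on a log2 scale, after library-size normalization and a transformation that stabilizes the variance. The lowest value stands for 0 reads, and the values were not divided by gene length. Inverting the transformation gave whole reads, within 0.02, in 100% of the values below 50 reads in every sample. Each sample held between 23260749 and 60446698 reads, of which 1.05 to 1.54% lay on the 2430 protein-encoding genes of the table, or 284392 to 733194 reads. The remaining reads lay almost wholly on the entries for rRNA, tRNA and other RNA, with rRNA alone at 48.9 to 86.3% of all reads, and the median gene had between 26.5 and 86 reads per sample. Between 247 and 628 genes per sample had fewer than 10 reads, which limits what could be detected for weakly expressed genes. Differences between conditions were tested on the deposited values with limma, for the 2306 genes that had at least 1 read in every condition. The fit used 1 mean per condition and a spread shared over the 10 conditions. The pairs did not spread alike: the median range was 0.255 in axenic low light, 0.253 in axenic high oxygen and 0.150 to 0.203 elsewhere. P-values of comparisons that use axenic low light or axenic high oxygen may therefore be too small. A gene was called where its deposited value changed by at least 1 (log2), called 2-fold here, with an adjusted p under 0.05. The deposited values can shrink changes of genes with few reads, so for these the threshold can be stricter than 2-fold in reads. From low to high light in axenic culture, tll0893 changed by -0.82 in deposited values and by -1.54 in reads scaled by size factors. The 2 samples of each condition share 1 culture code in the paper's Data Set S1, and the paper took them at least 1 residence time apart, so the spread used in the tests is that between such samples and not that between separate cultures.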

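Whether the response to light differed between the cultures was tested as the change from low to high light in binary culture minus that in axenic culture. This difference passed the threshold in 352 genes, 213 with a more positive and 139 with a more negative change in binary culture. The number was 234 without replicate A of axenic high light and at most 441 with another of the samples compared left out. The direction depended on the scaling more than on any other choice: with reads divided by the total reads of each sample, where the median over all genes was -1.09, 7 genes had a more positive and 1028 a more negative change. On the deposited scale the genes with the largest positive differences were tll0165, tlr2298 and tll1670, at 2.92, 2.65 and 2.40 (log2). The largest negative differences were those of tlr2236, tll1394 and tlr1753 (uvrC), at -2.43, -2.25 and -2.13. The differences of these genes kept their direction with each sample left out. Of the genes called for light in both cultures, 472 changed in the same direction and 1 in the opposite direction. Another 642 genes were called in 1 culture only, and the difference between cultures passed the threshold in 220 of them. The response to O_2_ differed between the cultures in 2 genes by limma with Benjamini-Hochberg adjustment, tll0138 (1.65, standard error 0.32, adjusted p = 0.0178) and tlr1439 (-1.82, standard error 0.26, adjusted p = 0.000223). For tll0138 the call was lost in 6 of the 8 fits that left out a sample. At an unadjusted p under 0.05 the O_2_ response differed in 188 genes, and limma voom on the recovered reads, chosen after seeing the data, called 3. Without replicate A of axenic high oxygen, 17 genes were called, and without replicate B 2, both with a more negative change in binary culture.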

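Binary and axenic cultures were also compared within each steady state. At low light 79 genes were higher and 84 lower in binary culture, at mid light 41 and 28, at high light 30 and 10, and at mid oxygen 9 and 35. The split depended on the scaling: it was 522 higher and 2 lower at low light and 16 and 199 at high light with reads divided by the total reads of each sample, chosen after seeing the data. No gene was called at high oxygen by limma, where 160 genes had an unadjusted p under 0.05 and limma voom on the recovered reads called 0. The total at low light was 246 without replicate B of the axenic culture, that at high light 16 without replicate A of the axenic and 25 without replicate A of the binary culture, that at mid light 144 without replicate A and 21 without replicate B of the axenic and 42 without replicate B of the binary culture, and that at high oxygen 9 without replicate A and 10 without replicate B of the axenic and 1 without replicate A of the binary culture. The total at mid oxygen was between 4 and 13 without any 1 of its samples. The genes with the largest differences at low light were tll2427 (2.49), tll0141 (1.82) and tll1570 (1.80), higher in binary culture, and tll0186 (groES, -1.73), tlr0548 (-1.51) and tlr1349 (-1.50), lower. At mid light tlr1439 (3.2), tlr1442 (3.14) and tsr2142 (2.21) were higher, and tsr1775 (-2.06), tlr1989 (-1.86) and tlr2298 (-1.82) lower. The calls of tlr0548 and tlr1349 were lost with reads divided by total reads (-0.88 and -0.86). Those of tll2427 at low light and of tlr1989 and tlr2298 at mid light were each lost in 1 of 4 fits that left out a sample. At high light tlr1439 (2.23), tll0165 (1.98) and tsr2142 (1.94) were higher, and tlr1113 (-1.79), tll0138 (-1.74) and tlr0846 (scpB, -1.61) lower. The calls of tll0165, tlr1113 and tlr0846 at high light were lost in 4, 3 and 3 of 4 fits that left out a sample. At mid oxygen tsr0123 (1.75), tsr1544 (1.23) and tsl0785 (1.21) were higher, and tlr0558 (-1.88), tlr0767 (cbiD, -1.72) and tll1667 (lnt, -1.64) lower, and each lost its call in at least 3 of 4 such fits. Low and mid light binary cultures carry another code letter in the paper's Data Set S1 than all other cultures, so for the number of genes at those 2 steady states culture batch and partnership cannot be told apart. The genes tlr1439, tlr1442 and tsr2142 also differed at high light, by 2.23, 1.85 and 1.94, where both cultures carry the same letter.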

Light- and O_2_-responsive genes were defined as those showing ≥2-fold change between the lower and maximum experimental bounds with respect to I_i_ and pO_2_. 

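From low to high light, 390 genes rose and 409 fell in axenic culture, and 389 rose and 400 fell in binary culture, by limma with the threshold of the paper's methods. These are 34.6% and 34.2% of the genes tested. The totals stayed between 766 and 821 in axenic culture and between 750 and 794 in binary culture with each sample left out. The alternative that moved them most was the paper's minimum of 15 RPKM taken over reads of any kind, chosen after seeing the data, which left 187 genes and calls for 82 in axenic and 110 in binary culture. The split between rising and falling genes depended on the scaling. With reads divided by the total reads of each sample, 751 genes rose and 245 fell in axenic culture, and 209 rose and 804 fell in binary culture, where the medians over all genes were 0.52 and -0.61. The gene tlr1477 (psbA) rose most in both cultures, by 4.82 (standard error 0.20) in axenic and 5.79 (standard error 0.20) in binary culture. Some of its reads could be split with the other psbA copies, tlr1843 and tlr1844. These changed by -3.42 and -0.41 in axenic and by -1.51 and 0.79 in binary culture, so the copies did not move together. In axenic culture tlr1477 was followed by tll1511 (bchI, 4.29) and tlr0844 (plsX, 4.01), and in binary culture by tlr1120 (urtA, 4.50) and tlr1819 (3.78). The genes that fell most were tll0165 (-6.10), tlr0313 (-5.73) and tll1670 (-5.58) in axenic culture, and tll0282 (-3.61), tll2084 (-3.49) and tll1652 (-3.38) in binary culture. Their calls were kept with each sample left out.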

Of the 2,476 protein-encoding genes in *T. elongatus*, 354 and 339 were determined to be light responsive under axenic and binary steady-state conditions (pO_2_ = 0 atm-O_2_), respectively. Similarly, 105 and 60 genes were determined to be O_2_ responsive under axenic and binary steady-state conditions (I_i_ = 1,995 µmol photons m^−2^ s^−1^), respectively. 

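From high light at a pO_2_ of 0 atm to high oxygen, 72 genes rose and 14 fell in axenic culture, and 46 rose and 9 fell in binary culture. The split was 52 and 55 in axenic and 93 and 5 in binary culture with reads divided by the total reads of each sample, a scaling chosen after seeing the data. Of the genes called on the deposited scale, 28 were called in both cultures, each in the same direction in both. The axenic total was 173 without replicate A of axenic high oxygen, 52 without replicate B, and 51 without replicate A of axenic high light. The binary total stayed between 37 and 50. The strongest falls were those of tlr1722 (acsF) and tll1720 (hemN), 2 genes at positions 1804036 to 1805100 and 1801611 to 1802993 of the RefSeq chromosome. By limma with Benjamini-Hochberg adjustment, tlr1722 fell by 5.41 (standard error 0.23, adjusted p = 1.4e-16) in axenic and by 4.70 (standard error 0.23, adjusted p = 5.52e-15) in binary culture, from 582 or more reads per axenic sample to 6 or fewer. The value of tll1720 fell by 4.24 in axenic and by 4.08 in binary culture. Smaller falls were those of tll0278 (-1.34) in axenic and tll1719 (-1.31) in binary culture. Among the genes that rose, tlr2146 changed by 2.66 in axenic and 2.50 in binary culture, tll0165 by 2.26 in axenic culture and tsr2138 by 2.03 in binary culture. The rise of tll0165 was 0.92 in 1 of the 4 fits that left out a sample, and no longer called there.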

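Of 19 functional groups of Fig. 3, 10 had at least 3 tested members by gene symbol in the RefSeq annotation, in which 634 of the 2430 locus tags carry a symbol. The others could not be tested, and the groups are narrower than those of the paper, whose annotation is held only in part. The share of called genes among the members of a group was compared with all genes tested by a one-sided Fisher's exact test for each group, culture, treatment and direction, 80 tests in all, and 10 had a Benjamini-Hochberg adjusted p under 0.05. Members of a group often lie in shared operons, so they are not independent. Among the genes rising with light, large ribosomal subunit genes had ratios of 3.35 in axenic and 4.74 in binary culture (17 and 24 of 30 members). Which culture had more such members depended on the scaling. With reads divided by total reads, 23 members rose in axenic and 12 in binary culture. With voom scaled by protein-encoding reads, 22 and 19 rose, both scalings chosen after seeing the data. The ratios of NAD(P)H:quinone oxidoreductase genes were 4.73 in axenic and 4.15 in binary culture (8 and 7 of 10). The F1/F0 ATPase reached 5.93 in binary culture (6 of 6 members; adjusted p = 0.000446 from Fisher's exact test) and 1.97 in axenic culture (2 members; adjusted p = 1 from the same exact test). Photosystem I genes fell with light in axenic culture, with a ratio of 4.83 (6 of 7 members; adjusted p = 0.00205 from Fisher's exact test), against 1 member in binary culture. The photosystem I test was lost without replicate A of axenic low light (3 of 7 members; adjusted p = 0.532), with only the samples compared (4 of 7; adjusted p = 0.158), with quantile normalization (4 of 7; adjusted p = 0.172) and, chosen after seeing the data, with voom scaled by protein-encoding reads (2 of 7) and reads divided by total reads (1 of 7), each by Fisher's exact test. Quantile normalization moved the number of such tests most among the alternatives set in advance, to 6.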

Different gene function categories were significantly enriched (*P* < 0.05) from groups determined to be either light or oxygen regulated (Fig. 3).

**FIG 3:**
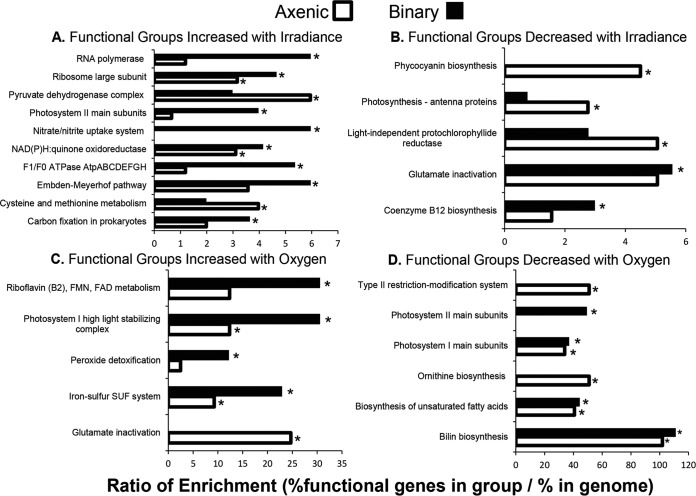
Enriched gene functions responding to irradiance and pO_2_. Ratios on the *x* axis depict the percentage of genes of a particular function (shown on the *y* axis) in a given category (e.g., RNA polymerase genes increasing their expression with irradiance under binary conditions, top black bar of the upper left figure) divided by the percentage of genes of the same function in the genome as a whole. For comparison, the ratios of functional enrichment are shown for both axenic (white) and binary (black) cultivation with at least one of the two being significantly enriched with a *P* value of <0.05 as determined by Fisher’s exact test (indicated by *). (A) Functional groups that increased with increasing irradiance. (B) Functional groups that decreased with increasing irradiance. (C) Functional groups that increased with increasing O_2_ tension (pO_2_); SUF, sulphur assimilation. (D) Functional groups that decreased with increasing O_2_ tension. FMN, flavin mononucleotide; FAD, flavin adenine dinucleotide.

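The value of psbV (tll1285) changed by 0.30 (standard error 0.18, adjusted p = 0.163) from low to high light in axenic culture and by 1.66 (standard error 0.18, adjusted p = 9.89e-09) in binary culture, by limma with Benjamini-Hochberg adjustment. Its neighbor psbV2 (tll1284) changed by -0.25 (adjusted p = 0.224) and 1.38 (adjusted p = 1.69e-07) in the same limma fit. On the deposited scale both differences between cultures passed the threshold, at 1.36 and 1.64. They did not with quantile normalization (0.84 and 0.94) or, chosen after seeing the data, with voom scaled by protein-encoding reads (0.66 and 0.93) and reads divided by total reads (0.25 and 0.52), and the rise of psbV2 in binary culture was under 2-fold with quantile normalization (0.91) and with total reads (0.79). The mean of psbV was 9.25 ± 0.41 (SD, n = 2) in axenic and 8.11 ± 0.29 in binary culture at low light, and 9.55 ± 0.12 and 9.77 ± 0.07 at high light, with between 356 and 1293 reads per sample. The value of psbX (tsr2013) rose by 1.13 in axenic and 1.29 in binary culture, past the threshold in both, although its axenic call was lost in 1 of the 4 fits that left out a sample and its binary call with reads divided by total reads (0.83). The carboxysome genes tll0946 (ccmK1) and tll0945 (ccmL), which overlap by a single base, rose by 2.06 and 1.79 in binary culture. In axenic culture they rose by 0.81 and 0.46, under 2-fold, and the difference between the cultures was 1.25 for tll0946 and 1.34 for tll0945, past the threshold for both, though the call of tll0946 was lost in 1 of 8 fits that left out a sample and with quantile normalization (0.92). Neither difference passed it with voom scaled by protein-encoding reads (0.57 and 0.66) or reads divided by total reads (0.16 and 0.24).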

Genes whose transcripts were shown to be responsive by increasing with irradiance included those associated with photosystem II (PS II) (*psbV*, *psbX*, and *psbV2*; *tll1285*, *tsr2013*, and *tll1284*) and β-carboxysome (*ccmK1* and *ccmL*; *tll0946* and *tll0945*) functions. In addition to their response to I_i_, a greater number of PS II genes showed elevated transcript abundance during heterotrophic partnership (Fig. 3A). 

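By gene symbol 25 photosystem II genes were tested, of which 13 rose and 2 fell past the threshold from low to high light in binary culture, and 3 rose and 3 fell in axenic culture. Their median change was 1.10 in binary and -0.25 in axenic culture. The number rising in binary culture was 8 with quantile normalization. With reads divided by the total reads of each sample it was 3, against 6 in axenic culture, so the order of the cultures depended on the scaling. The difference in light response passed the threshold in 13 of these genes on the deposited scale, each more positive in binary culture. Within a steady state, binary culture had 1 photosystem II gene called higher and 5 lower than axenic culture at low light, 0 higher and 1 lower at mid light, and 0 higher and 1 lower at high light. Their median difference between the cultures was -0.66 at low light, -0.19 at mid light and 0.37 at high light. These within-state values are on the deposited scale and were not counted under other scalings. With reads divided by total reads, the median over all genes was 0.61 at low light and -0.45 at high light, so their direction may depend on the scaling. At low and mid light the cultures also carry different code letters.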

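Between low and high light, tll0204 (pdhB) rose by 1.24 in axenic and 0.78 in binary culture, tlr1169 (pdhA) by 1.58 and 0.54, and tlr0851 (cysE) by 1.38 and 0.86. All 3 passed the threshold in axenic culture only, though tlr0851 also passed it in binary culture in 1 of 4 fits that left out a sample. On the deposited scale the difference between the cultures passed it for tlr1169 alone, at -1.03 (standard error 0.23, adjusted p = 0.00165 by limma with Benjamini-Hochberg adjustment), and this call was lost in 3 of 8 fits that left out a sample and with median re-centring (-0.92). For tll0204 and tlr0851 the difference was -0.46 (adjusted p = 0.255) and -0.52 (adjusted p = 0.109) by the same limma test. Both passed the threshold in 2 scalings chosen after seeing the data, with voom scaled by protein-encoding reads (-1.2 and -1.28) and with reads divided by total reads (-1.60 and -1.69). The tag tlr1190 that the paper gives for metE here is not in the table; the paper's text on vitamin B12 and the RefSeq annotation give metE as tlr1090, which rose by 2.82 in axenic and 1.68 in binary culture, with a difference of -1.14 that passed the threshold except in 1 of 8 such fits. The value of tll2450 (panC-cmk) rose by 2.24 and 2.47, and that of tll1149 (coaX) fell by 1.42 and 1.50, each past the threshold in both cultures.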

*T. elongatus* genes encoding significantly enriched functions related to pyruvate metabolism (*pdhB* and *pdhA*; *tll0204* and *tlr1169*) and metabolism of the amino acids cysteine and methionine (*cysE* and *metE*; *tlr0851* and *tlr1190*; *coaX* and *panC-cmk*; *tll1149* and *tll2450*) were light responsive with I_i_, but a smaller number of these genes exhibited such changes in expression as a result of *M. ruber* partnership compared to axenic growth (Fig. 3B).

The majority of functions involving O_2_-responsive genes showed higher enrichment ratios under binary than under axenic *T. elongatus* growth. These include PS I-stabilizing products, peroxide detoxification, and assembly of iron-sulfur clusters. 

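Among the groups testable by gene symbol, 7 combinations of group and direction had at least 1 member called for O_2_ in either culture, and the ratio was higher in binary culture in 5 of them. On the deposited scale, in 3 of those 5 the same number of members was called in both cultures, so the higher ratio came from the smaller total of called genes in binary culture, and in 2 more members were called in binary culture. The iron-sulfur SUF system had 3 of 5 members rising in each culture, with ratios of 19.2 in axenic and 30.1 in binary culture (adjusted p = 0.00248 and 0.000964 from Fisher's exact test). Without 1 sample, the binary number fell to 1 of 5 in 3 of 4 fits (adjusted p = 0.481, 0.339 and 0.382), and the axenic number to 1 of 5 without replicate A of axenic high light (adjusted p = 0.433) and 2 of 5 without replicate A of axenic high oxygen (adjusted p = 0.197), each by Fisher's exact test. The axenic test was also lost with median re-centring (2 of 5; adjusted p = 0.0593) and quantile normalization (2 of 5; adjusted p = 0.0951) by the same exact test, and with voom scaled by protein-encoding reads (2 of 5) and reads divided by total reads (1 of 5). More members rose in binary than in axenic culture with adjusted p alone (5 against 3) and, chosen after seeing the data, with voom on the recovered reads (4 against 3), log2 of normalized reads plus 1 (4 against 3), voom scaled by protein-encoding reads (4 against 2) and reads divided by total reads (5 against 1; ratios of 24.8 and 8.87). Fewer rose in binary culture with no variance trend (2 against 3) and with the genes with the lowest means left out (2 of 4 against 3 of 4). The equal number therefore depends on the threshold, the scaling, the variance trend, the filter and single samples. Peroxide detoxification had 1 of 3 members rising in binary culture, a ratio of 16.7 (adjusted p = 0.335 from the exact test), and 0 in axenic culture. This group lacks tll1454, which the paper names for the function and which carries no symbol. That gene rose past the threshold in both cultures. None of the 7 photosystem I genes tested was called for O_2_ in either culture. They do not include the photosystem I-stabilizing genes that the paper names, hliA, hliC, hliD and tsl0063. Those were not tested as a group, so this result does not bear on them. Whether the ratios differ between the cultures was not tested.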

The specific genes in these categories which showed increased expression with pO_2_ include photosystem-stabilizing genes *hliC* and *hliA* (*tsr0446* and *tsl2208*), iron sulfur genes *sufD* and *iscU* (*tlr1905* and *tll1093*), and peroxide detoxification genes *grxD* (*tll0874*) and *tll1454* (Fig. 3C). 

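With pO_2_, tsr0446 (hliC) rose by 2.47 (standard error 0.21, adjusted p = 1.29e-09) in axenic and 2.34 (standard error 0.21, adjusted p = 4.55e-09) in binary culture, by limma with Benjamini-Hochberg adjustment. Its mean was 6.57 ± 0.02 (SD, n = 2) at high light and 9.03 ± 0.06 at high oxygen in axenic culture, and 6.69 ± 0.33 and 9.03 ± 0.20 in binary culture. The value of tlr1905 (sufD) rose by 1.24 and 1.19, and that of tll1454 by 1.51 and 1.11, in axenic and binary culture. The call of tll1454 in binary culture was lost in 1 of 4 fits that left out a sample. The value of tsl2208 (hliA), with between 13 and 106 reads per sample in these conditions, rose by 1.05 (adjusted p = 0.0447) and 1.13 (adjusted p = 0.0387) in the same limma fit, and each call was kept in 1 of 4 such fits and lost with quantile normalization, no filter and no variance trend. The value of tll1093 (iscU) rose by 1.01 in axenic culture, past the threshold, and 0.99 in binary culture, just under it. Its axenic call was kept in 2 of 4 such fits and lost with median re-centring (0.99) and quantile normalization (0.96). Its binary rise was called with adjusted p alone. Of the settings chosen after seeing the data, log2 of normalized reads plus 1 (1.15) and reads divided by total reads (1.3) called it too. The value of tll0874 (grxD) rose by 0.49 in axenic culture, under the threshold, and 1.00 in binary culture, past it, a call also kept in 2 of 4 such fits and lost with median re-centring (0.95) and quantile normalization (0.93). None of these genes differed in its O_2_ response between the cultures, with differences from -0.40 to 0.51 and the smallest adjusted p at 0.702 by limma with Benjamini-Hochberg adjustment.

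**Figure D1:**
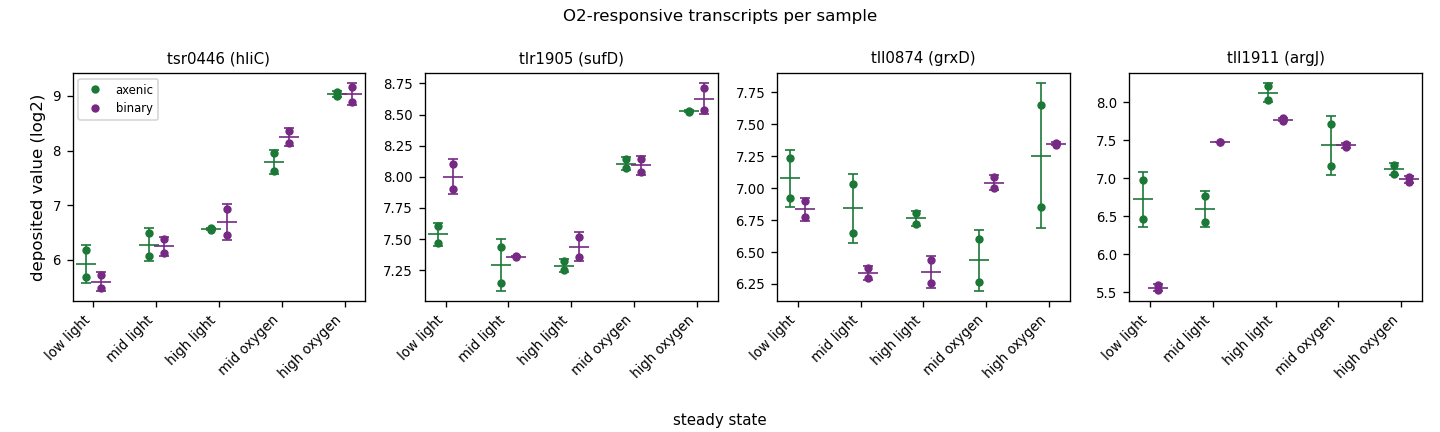
Deposited values (log2) of 4 O_2_-responsive genes at each steady state; dots are samples, bars the mean with its SD (n = 2), green axenic and purple binary culture. The value of tsr0446 was 9.03 at high oxygen in both cultures.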

Among genes showing decreased expression with increasing O_2_, both type II restriction modification system gene *tll1944* and ornithine biosynthesis gene *argJ* (*tll1911*) were enriched only under axenic conditions.

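In axenic culture tll1944 fell by 1.01 (standard error 0.23, adjusted p = 0.00618) and tll1911 (argJ) by 1.00 (standard error 0.19, adjusted p = 0.000959) from high light to high oxygen, by limma with Benjamini-Hochberg adjustment. Both lay at the edge of the threshold, and each call was lost in 2 of 4 fits that left out a sample. In binary culture they fell by 0.34 and 0.78, under 2-fold. The difference between the cultures was 0.66 (adjusted p = 0.635) for tll1944 and 0.22 (adjusted p = 0.88) for tll1911 by the same limma test, so a difference in their O_2_ response was not detectable. No group of type II restriction modification genes could be formed by symbol, and ornithine biosynthesis had 1 of 3 members falling in axenic culture (adjusted p = 0.132 from Fisher's exact test).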

Another acclimation response to partnership was observed as increased relative intracellular abundances of reactive oxygen and nitrogen species (ROS and RNS, respectively) during binary cultivation compared to the *T. elongatus* axenic controls (Fig. 4). The fluorescence of an oxidized ROS-RNS reporter dye [5-(6)-chloromethyl-2′,7′-dichlorodihydrofluorescein diacetate, acetyl ester (CM-H_2_DCFHAD)] increased under binary cultivation but, unexpectedly, was insensitive to the increasing pO_2_ treatments. 

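The 4 genes of Fig. 5 were compared between binary and axenic culture at each of the 5 steady states, 20 comparisons. At low light tlr1198 was lower in binary culture, with a difference of -1.30 (standard error 0.28, adjusted p = 0.001), and so was tll1519 (sodB), with -1.28 (standard error 0.16, adjusted p = 3.37e-06), by limma with Benjamini-Hochberg adjustment. The call of tlr1198 was lost in 1 of 4 fits that left out a sample. No other of the 20 comparisons passed the threshold, over all genes or adjusted over the list alone. Over the light, O_2_, interaction and partnership comparisons, 44 in all, 6 passed the threshold over all genes and 6 adjusted over the list alone, but the study chose the list on these samples, so the latter is not independent evidence. The gene tll0893 had between 1 and 12 reads per sample, which limits what could be detected in it; limma voom on the recovered reads, chosen after seeing the data, called a change of -1.54 with light in axenic culture, and the deposited values did not. The differences at low light were -0.98 for tlr1198 and -0.66 for tll1519, under the threshold, with reads divided by the total reads of each sample, also chosen after seeing the data.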

*T. elongatus* showed differential expression of ROS detoxification transcripts in the presence of *M. ruber* across a broad range of I_i_- and pO_2_-controlled steady states. In many cases, the expression patterns of these *T. elongatus* transcripts showed opposite trends between axenic and binary cultivation across the I_i_ and pO_2_ treatments (Fig. 5). 

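From low to high light tll1519 rose by 1.85 (standard error 0.16, adjusted p = 2.33e-10) in binary culture and by 0.34 (standard error 0.16, adjusted p = 0.0822) in axenic culture, by limma with Benjamini-Hochberg adjustment. On the deposited scale this was the only one of the 4 genes whose light response differed between the cultures past the threshold, by 1.51, toward a larger rise in binary culture. For tlr1198 the difference of 0.95 passed the threshold in 2 of 8 fits that left out a sample and, at 1.22, with log2 of normalized reads plus 1. The response of tlr1289 also differed, by -1.70, and that of tll1519 no longer did, at 0.42, with reads divided by the total reads of each sample, a scaling chosen after seeing the data. On that scale the trend of tlr1289 was opposite, with a log2 ratio of mean reads of 1.02 in axenic and -0.73 in binary culture. The response of tlr1289 differed with voom scaled by protein-encoding reads too, by -1.31, and that of tll1519 was 0.83 there, under the threshold. The value of tlr1198 rose in both cultures, by 1.31 and 2.26 in axenic and binary culture. The value of tlr1289 changed by 0.44 in axenic and -0.11 in binary culture, with neither past the threshold. From high light to high oxygen no gene of the list passed the threshold in either culture. Over 16 pairs of gene and level, each set against the lowest level, the sign was opposite between the cultures in 5 on the deposited scale and in 7 with reads divided by the total reads of each sample. Of these, 3 and 4 were at mid oxygen, where the difference between the cultures in the response was not tested.

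**Figure D2:**
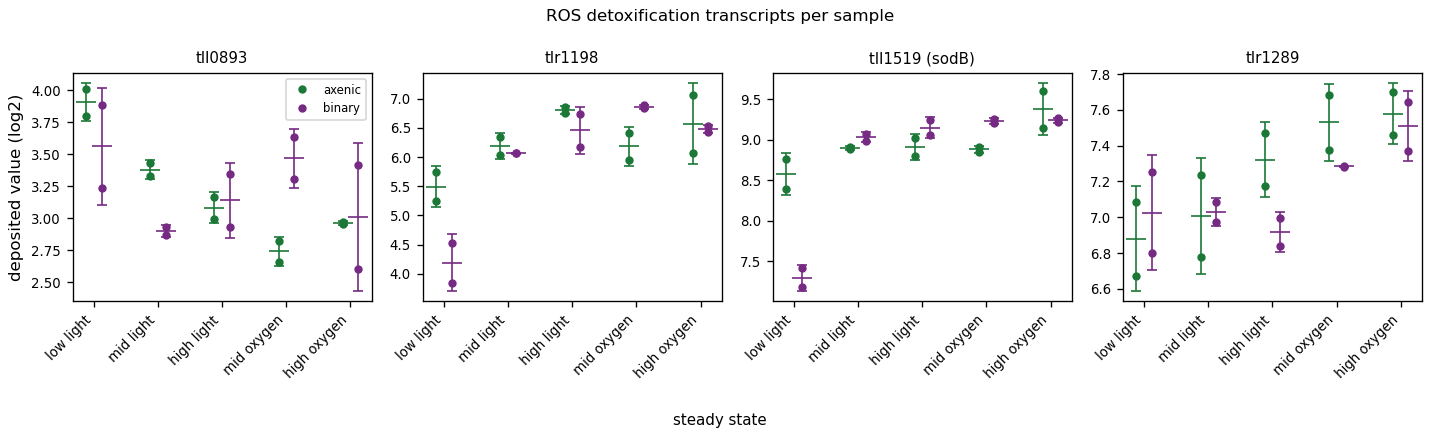
Deposited values (log2) of the genes of Fig. 5 at each steady state; dots are samples, bars the mean with its SD (n = 2), green axenic and purple binary culture. At low light tll1519 was 8.58 in axenic and 7.30 in binary culture.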

Generally, an increased relative abundance of these transcripts was observed under binary cultivation compared to the *T. elongatus* axenic control. These results show that *T. elongatus* acclimates to partnership with *M. ruber* by changing the expression of ROS detoxification genes, which is likely driven by a heterotrophically mediated increase in ROS-RNS.

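Of the same 20 comparisons between binary and axenic culture, 9 had a higher value in binary culture on the deposited scale. By steady state, 1 of the 4 genes was higher at low light, 2 at mid light, 2 at high light, 3 at mid oxygen and 1 at high oxygen. With median re-centring and with reads divided by the total reads of each sample the number was 8. The largest positive difference was that of tll0893 at mid oxygen, 0.73 (standard error 0.39, adjusted p = 0.357 by limma with Benjamini-Hochberg adjustment). Fig. 5 sets each culture against its own lowest level, so it compares trends and not levels between the cultures. On that measure the change was higher in binary than in axenic culture in 11 of 16 pairs of gene and level, both with reads divided by total reads and on the deposited scale, and in 12 with size factors. It was higher at 4 of 4 levels for tlr1198, 3 for tll1519, 2 for tlr1289 and 2 for tll0893 (3 with size factors). From these profiles and the dye measurements of Fig. 4, the paper proposes that partnership changes the expression of ROS detoxification genes through a rise in ROS and RNS.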

**FIG 4:**
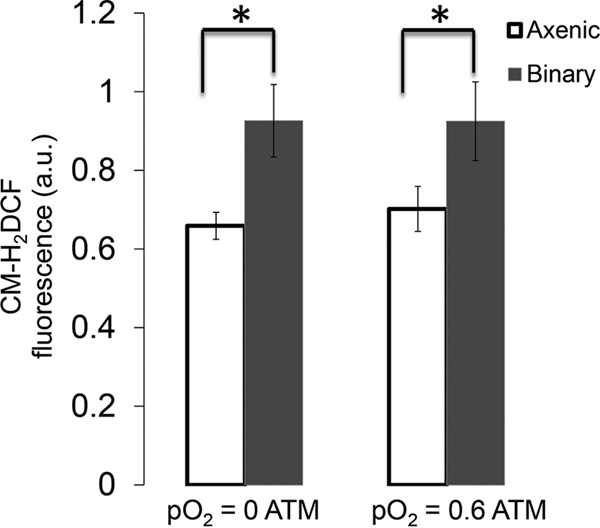
Intracellular reactive oxygen/nitrogen (ROS-RNS) increased under binary cultivation compared to axenic *T. elongatus* controls. Average intensity (*n* = 3) of the 525-nm fluorescence emitted from cells excited at 488 nm, corresponding to the abundance of oxidized ROS-RNS reporter dye (CM-H_2_DCFHDA) for the *T. elongatus* axenic and binary cultures maintained under low and high oxygen tensions. Error bars represent ±1 standard deviation. *, significant differences with >99% certainty as determined by Tukey’s test.

**FIG 5:**
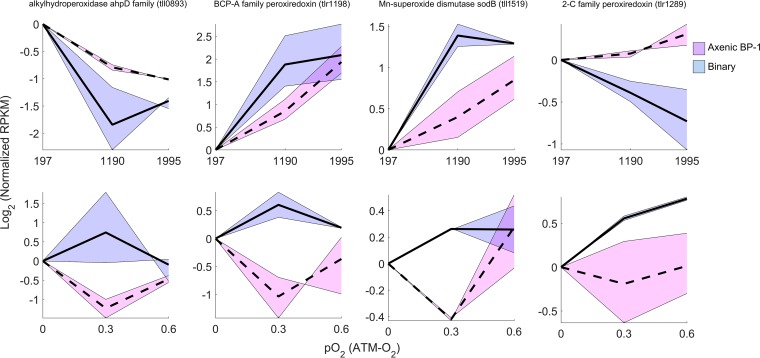
Relative abundance profiles for *T. elongatus* transcripts of ROS-RNS detoxification genes that showed at least a 1.5-fold change over either the irradiance- or pO_2_-controlled steady states. Solid black lines and shaded blue regions represent the means and ranges of *T. elongatus* genes expressed during binary cultivation. Similarly, dashed black lines and shaded red regions represent the means and ranges of *T. elongatus* genes expressed during axenic cultivation. The transcripts identified include a putative alkylhydroperoxidase *ahpD* family gene (*tll089*3), a BCP-A family peroxiredoxin (*tlr1198*), an Mn-superoxide dismutase (*sodB*; *tll1519*), and a 2-Cys family peroxiredoxin (*tlr1289*). “Normalized RPKM” is the average of duplicate RPKM values measured under each steady state divided by the average RPKM corresponding to the lowest incident irradiance (197 µmol photons m^−2^ s^−1^) or pO_2_ (0 atm-O_2_).

### Coordinated transcriptional patterns as a result of metabolic coupling.

A guiding hypothesis was that since *T. elongatus* supported *M. ruber* via exchange of essential resources (i.e., C, N, and O_2_), *M. ruber* must coordinate its gene expression to accommodate the variable physiology of the cyanobacterium across the gradients of I_i_ and pO_2_ conditions. Examination of individual transcript profiles was performed by considering clusters around four main patterns specified by the centroid or “eigen-genes” corresponding to the I_i_ and pO_2_ treatments used to establish steady state (Fig. 6). Clusters A to D were calculated to examine responses to I_i_ treatments, and clusters E to H were calculated for examining the transcriptional effects from increasing O_2_ tension. All clusters contained both *T. elongatus* and *M. ruber* genes. Cluster A exhibits a tent-shaped eigen-gene with maximum relative mRNA abundances at the midpoint I_i_ (1,190 µmol photons m^−2^ s^−1^). The midpoint was chosen as a sampling condition because it is the theoretical saturating irradiance (26). Genes in cluster B responded inversely to those in cluster A. Clusters C and D contain genes that show a relative decrease or increase with I_i_, respectively. Note that the changes observed for the relative abundance of transcripts with increasing I_i_ also correspond to increasing specific growth and photosynthesis rates (Fig. 1). Clusters E to H contain transcripts that trend with increasing pO_2_ treatments (0 to 0.59 atm-O_2_) and show profiles that are analogous to clusters A to D. Changes observed for the relative abundance of transcripts with increasing pO_2_ correspond to a linear decrease in the specific growth rate (Fig. 2). Statistically enriched gene functions were identified for both *T. elongatus* and *M. ruber* within each cluster (Tables S1 and S2) to infer which processes may have been involved in metabolite exchange and acclimation to partnership.

10.1128/mSystems.00181-16.7 TABLE S1  Statistical/functional enrichment of *T. elongatus* gene functions within clusters of mRNA profiles. Download TABLE S1, PDF file, 0.2 MB. Copyright © 2017 Bernstein et al. 2017 Bernstein et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00181-16.8 TABLE S2  Statistical/functional enrichment of *M. ruber* gene functions within clusters of mRNA profiles. Download TABLE S2, PDF file, 0.2 MB. Copyright © 2017 Bernstein et al. 2017 Bernstein et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 6:**
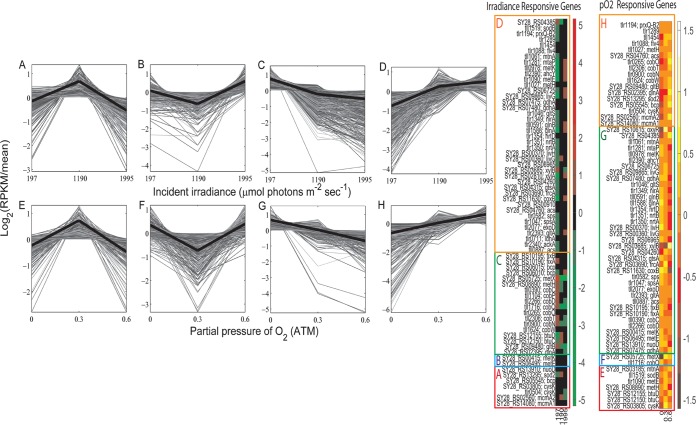
K-means clusters of *T. elongatus* and *M. ruber* relative mRNA abundance profiles that share correlated expression patterns over irradiance- and pO_2_-controlled steady states. Heavy black lines represent the centroid (i.e., eigen-gene) calculated within each cluster. Cluster A, 201 *T. elongatus* plus 259 *M. ruber* genes; cluster B, 255 *T. elongatus* plus 188 *M. ruber* genes; cluster C, 971 *T. elongatus* plus 444 *M. ruber* genes; cluster D, 914 *T. elongatus* plus 324 *M. ruber* genes; cluster E, 211 *T. elongatus* plus 328 *M. ruber* genes; cluster F, 187 *T. elongatus* plus 309 *M. ruber* genes; cluster G, 913 *T. elongatus* plus 468 *M. ruber* genes; cluster H, 888 *T. elongatus* plus 387 *M. ruber* genes. Heat maps show the expression patterns [log_2_(RPKM/mean)] for specific functional genes from each organism.

### Primary productivity and carbon exchange.

*T. elongatus* supported *M. ruber* growth via the production and transfer of reduced carbon. Cyanobacterial processes involved in biosynthesis and transport of organic carbon shared common transcriptional patterns with *M. ruber* genes encoding enzymes used in carbon uptake and metabolism of the same (or similar) gene products. Principal genes involved in organic acid synthesis of *T. elongatus* grouped into clusters that increased with I_i_ (cluster D) and/or decreased with pO_2_ (cluster G). These included acetyl coenzyme A (CoA) synthetase (*acs*; *tll0887*), acetate kinase (*ackA*; *tlr2340*), lactate dehydrogenase (*ldhA*; *tlr0711*), and citrate synthase (*gltA*; *tlr2393*). Functions involved in synthesis and export of larger biomolecules (i.e., sugars, peptides, and extracellular polymeric substance [EPS]) also grouped into clusters D and G. These included a putative exopolysaccharide synthesis gene (*exoD*; *tll2077*), sucrose synthase (*spsA*; *tlr1047*), and a sucrose degradation enzyme (*sps*; *tlr0582*). In conjunction with *T. elongatus*, *M. ruber* genes involved in the uptake and metabolism of compounds related to export and synthesis of *T. elongatus-*derived organic carbon were also found in clusters D and/or G. Notable examples included genes encoding putative acetyl-CoA synthetase (*acs*; *SY28_RS04760* and *SY28_RS00910*), cytochrome *c* oxidase (*coxB*; *SY28_RS11630*), monosaccharide uptake systems (*frcA* and *gtsAB*; *SY28_RS03690*, *SY28_RS04315*, and *SY28_RS04260*), xylose isomerase (*xylA*; *SY28_RS02810*), xylulokinase (*xylB*; *SY28_RS03685*), an ABC-type multisugar uptake system (*SY28_RS06965*), and branched-chain amino acid uptake (*livGH*; *SY28_RS00360* and *SY28_RS00370*).

### Nitrogen and amino acid exchange.

Since *M. ruber* lacks an assimilatory nitrate reductase, *T. elongatus* was assumed to provide reduced N during binary cultivation. The relative abundances of transcripts encoding the *T. elongatus* nitrate uptake system from *nrtABD* (*tlr1350*, *tlr1351*, and *tlr1354*) increased with I_i_, decreased with pO_2_, and grouped appropriately into clusters D and G. Other *T. elongatus* nitrogen metabolism genes found in these clusters include glutamine synthetase gene *glnA* (*tll1588*), a nitrogen regulatory protein gene (*glnB*; *tll0591*), an assimilatory ferredoxin-nitrate reductase gene (*nirA*; *tlr1349*), and a glutamate symporter gene (*gltS*; *tlr1046*). Several *M. ruber* nitrogen-associated genes also grouped into clusters D and/or G, including a glutamate dehydrogenase gene (*gdhA*; *SY28_RS07480* and *SY28_RS07475*) and amino acid uptake system genes (*SY28_RS09865* and *SY28_RS06725*). However, some key genes required for N acquisition by *M. ruber* grouped into clusters C and/or H, showed opposite expression patterns with respect to I_i_ and pO_2_, and effectively increased with the specific growth and photosynthesis rates. These include *glnA* (*SY28_RS02395*) and the large subunit of glutamate synthase (*gltB*; *SY28_RS09480*) and suggest the potential for direct exchange of glutamine and glutamate from *T. elongatus* as growth requirements increase with the specific growth and photosynthesis rates.

### Methionine and vitamin B_12_ exchange.

Cobalamin (B_12_) auxotrophy in *M. ruber* is indicated by the absence of a complete B_12_ synthesis pathway and a B_12_-independent methylcitrate pathway (*prpBCDF*) required for conversion of propionyl-CoA to succinyl-CoA. *M. ruber* contains the vitamin B_12_-dependent methylmalonyl-CoA mutase subunits (*mcmA1* and -*A2*; *SY28_RS14080* and *SY28_RS02560*) which grouped into clusters A and H. *T. elongatus* is a B_12_ prototroph, as confirmed by the capacity for axenic growth in the absence of vitamin B_12_ and by the presence of a complete vitamin B_12_ biosynthesis pathway in the genome. The relative abundances of transcripts encoding vitamin B_12_ uptake/scavenging gene products in *M. ruber* (*btuCD*; *SY28_RS12150* and *SY28_RS12155*) decreased with I_i_ in concurrence with decreased *T. elongatus* transcripts (all within cluster C) encoding vitamin B_12_ biosynthesis, including those required for the insertion of cobalt (*cobWNT*; *tll1624*, *tlr0900*, and *tll2306*) and for the conversion of cobyrinic acid diamine to the vitamin B_12_ coenzyme from *cobOQDPC* (*tlr0265*, *tll1716*, *tll2266*, *tll1104*, and *tll0390*). Both *T. elongatus* and *M. ruber* expressed transcripts encoding the vitamin B_12_-dependent homocysteine methyltransferase (*metH*) but were negatively correlated and grouped across I_i_ and pO_2_ treatments into opposing clusters D (*tll1027*) and C (*SY28_RS08890*), indicating that methionine may be directly exchanged from *T. elongatus* as growth requirements increase with the specific growth rate. Both strains also expressed vitamin B_12_-independent homocysteine methyltransferase (*metE*) transcripts which grouped into clusters D and E compared to clusters B and G for *tlr1090* and *SY28_RS06495*, respectively.

The relative abundances of *T. elongatus* transcripts encoding the degradation and salvage of methionine (*ahcY*, *metK*, *mtaP*, and *mtnA*; *tll2390*, *tll0978*, *tlr1281*, and *tll1061*) increased with I_i_ but decreased with pO_2_ treatments and grouped within clusters D and G, respectively. Uniform grouping of *M. ruber* transcripts encoding methionine degradation and salvage was not observed as they were spread across multiple clusters grouped by the I_i_ and pO_2_ treatments: *metK* (*SY28_RS00415*; clusters B and G) and *mtnA* (*SY28_RS03185*; cluster E). In contrast, the relative abundance of *M. ruber* transcripts encoding methionine biosynthesis proteins decreased with I_i_, and they were grouped into cluster C, including *metHX* (*SY28_RS08890* and *SY28_RS05725*). Genes involved in cysteine biosynthesis shared common transcriptional patterning between species, indicating that while *M. ruber* may have salvaged cyanobacterium-derived methionine, it likely synthesized its own cysteine via the vitamin B_12_-independent pathway as growth requirements increased. These include cysteine synthases (*cysK*; *tlr0504* and *SY28_RS03805*) and serine O-acetyltransferases (*cysE*; *tlr0851* and *SY28_RS05065*), which cogrouped into clusters D and A, respectively.

### Oxidative stress responses.

The relative abundance of *T. elongatus* transcripts encoding enzymes involved with ROS detoxification generally increased with increasing I_i_ and pO_2_, and the transcripts grouped into the appropriate clusters D and/or H. Notable examples include an NAD(P)H-oxygen oxidoreductase (*flv4*; *tlr1088*), 2-Cys family peroxiredoxins (*tll1454* and *tlr1289*), a periplasmic peroxiredoxin (*prxQ-B2*; *tlr1194*), and an Mn-superoxide dismutase (*sodB*; *tll1519*). *M. ruber* contains an H_2_O_2_-responsive transcriptional regulator (*oxyR*; *SY28_RS10615*), which grouped into clusters D and G and is located adjacent to a putative manganese catalase (*SY28_RS10610*). However, *M. ruber* peroxidase (*bcp*; *SY28_RS05545*, *SY28_RS06010*, and *SY28_RS06015*) and superoxide dismutase (*sod2*; *SY28_RS13295*) genes responded differently to I_i_ treatments than did *oxyR* and related cyanobacterial profiles and were grouped into clusters A and C. These genes generally increased with pO_2_ and grouped with the *T. elongatus* genes into cluster H (increased with pO_2_ and decreasing µ). *M. ruber* genes associated with electron transfer processes that are potentiators of ROS (27, 28) grouped into cluster G, which decreased with increasing pO_2_ treatments and increased with specific growth and photosynthesis rates. These include subunits for an electron transfer flavoprotein (*fixAB*; *SY28_RS10190* and *SY28_RS10195*), NADH-dehydrogenase (*SY28_RS04385*), and principal components of the NADH-quinone oxidoreductase (*nuoDFGHIJKN*).

## DISCUSSION

The cyanobacterium *T. elongatus* responded to heterotrophic partnership with *M. ruber* by altering the expression of key functional genes. This primary result is evidence of indirect interspecies regulation. It is important to note that the turbidostat culturing platform provided a constant, optically thin, nutrient-replete environment. Hence, the addition of *M. ruber* to *T. elongatus* cultures did not alter the growth environment by reducing availability of actinic light or nutrients needed to support *T. elongatus*. The net specific rate of O_2_ production decreased during binary cultivation compared to the *T. elongatus* axenic controls. These rates are functionally equivalent to net photosynthesis rates and account for the gross rate of oxygenic photosynthesis minus all oxygen-consuming reactions, including photorespiration (RuBisCO oxygenase activity) and heterotrophic respiration (29, 30). The net photosynthesis rates are conservative interpretations for the lower bound of oxygenic photosynthesis and relatable as proxy measurements for the minimum consortium-wide energy acquisition rates, assuming 0.125 quanta absorbed and 2 NADPH produced per mole O_2_ formed via PS II-mediated charge separation (31). Hence, the energy efficiency for biomass production is greater in the binary consortium than in the *T. elongatus* axenic control. These increases likely result from heterotrophic capture of reductant that would otherwise be lost from the system as either photosynthate or necromass. The addition of *M. ruber* partnership also resulted in an observed decrease in O_2_ sensitivity compared to *T. elongatus* axenic controls (Fig. 2). A decrease in sensitivity is equivalent to an increase in O_2_ stress resistance. We note that this effect was observed under identical pO_2_ treatments (binary versus axenic), which supported O_2_ tensions sufficient to render the bulk effects resulting from heterotrophic O_2_ removal as negligible. However, attachment or close cellular proximity of *M. ruber* to *T. elongatus* cells may create localized gradients and microheterogeneities in I_i_ and pO_2_ experienced by the *T. elongatus* population. Interactions that occur when cells from each species are in close contact could account for the observed differences in O_2_ sensitivity and the photosynthetic quotients which were based on measurements taken from the well-mixed (bulk) volume.

The *M. ruber*-induced decrease of O_2_ sensitivity (Fig. 2) originally led us to hypothesize that heterotrophic partnership reduced cyanobacterial oxidative stress and that this effect could be observed by comparing intracellular ROS-RNS between axenic and binary conditions. Interestingly, we found that heterotrophic partnership had the opposite effect and that increased pO_2_ had no effect on intracellular ROS-RNS (Fig. 4). However, the binary culture’s observed decrease in O_2_ sensitivity did correspond to enrichment of genes within the functional category photosystem I high-light-stabilizing complex (Fig. 3). The *T. elongatus* genes in this category include *hliACD* (*tsl2208*, *tsr0446*, and *tsr1916*) and *tsl0063*, annotated as a member of the CAB/ELIP/HLIP protein family, which are known to be stress-induced genes that help cyanobacteria cope with free radicals and excess excitation energy (32, 33). 

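Of these genes, tsr0446 was raised past the threshold at high oxygen in both cultures and tsl2208 near its edge. The value of tsr1916 (hliD) changed with pO_2_ by -0.63 (standard error 0.29, adjusted p = 0.168) in axenic and 0.16 (standard error 0.29, adjusted p = 0.794) in binary culture, by limma with Benjamini-Hochberg adjustment. That of tsl0063 changed by -0.12 and -0.74, neither past the threshold. The threshold calls no change below 2-fold in the deposited values, whatever the number of reads, and these values can shrink changes at few reads. These genes had 11 to 65 reads per sample at high light and high oxygen, and whether depth hid a change was not tested. The hli genes are a family, and reads on similar stretches could have been split between its members.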

The increases in ROS-RNS observed as a direct result of heterotrophic partnership corresponded with increased relative transcript abundances of *T. elongatus* genes required for mitigating ROS, showing that the cyanobacterium acclimates to heterotrophic partnership by increasing protection from oxidative stress (Fig. 4 and 5). This is contrary to previous observations made in consortia constructed from oligotrophic cyanobacteria and heterotrophs, in which *Prochlorococcus* species have been reported to benefit and/or depend upon heterotrophic bacteria, such as *Alteromonas*-like species, to reduce oxidative stress (34, 35). In contrast, evidence of cyanobacterium-mediated ROS mitigation was reported within the binary consortium of *Synechococcus* sp. strain PCC 7002 coupled with *Shewanella putrefaciens* W3-18-1, cultured under very different conditions than those employed in the current study (2). Both *T. elongatus* and *Synechococcus* sp. PCC 7002 were isolated from eutrophic environments (mat and marine sediment, respectively), which can presumably support higher levels of heterotrophic growth than oligotrophic marine environments. Cyanobacteria are equipped to detoxify intracellular ROS-RNS and mitigate oxidative stress, because ROS production is an inherent by-product of oxygenic photosynthesis and photosynthetic electron transfer (36, 37), while heterotrophic bacteria are recognized for production of extracellular ROS (27). The principle that is inferred from these collective results is that some cyanobacteria, such as *Synechococcus* species adapted to eutrophic environments exposed to high irradiance, specialize in ROS-RNS mitigation (38, 39).

The metabolic dependency of *M. ruber* upon *T. elongatus* for reduced carbon, nitrogen, and certain vitamins (i.e., B_12_, biotin, and niacin) was corroborated through the coexpression of genes encoding enzymes that metabolize and transport shared metabolites. These inferences are made through the basic assumption that the coexpressed genes, i.e., correlated mRNA abundances between the two species, correspond to protein frequency and activity. Clustering the relative mRNA abundance profiles of the two organisms together provided the means to infer which specific metabolic exchanges are coordinated and how these interactions respond to I_i_ and pO_2_. Specifically, the results suggest that multiple carbon compounds derived from the cyanobacterium could be exchanged and taken up by *M. ruber*. While evidence for the exchange of organic acids (e.g., acetate) was observed, polysaccharides, peptides, and EPS may have also supplied the carbon and reductant required to support stable *M. ruber* populations. Ample evidence also supports the likelihood that amino acids can serve as a source of reduced N (and possibly carbon) required by *M. ruber*. For example, the expression of genes involved in the synthesis, transport, and salvage of specific amino acids showed coordinated patterns shared by each species. Specifically, *T. elongatus* transcripts of methionine and glutamate biosynthesis genes clustered into groups that increased with µ (clusters D and G) while *M. ruber* homologs showed opposite patterns (clusters C and H), suggesting the specific exchange of these amino acids. The relative abundance profiles for *M. ruber* genes encoding vitamin B_12_-dependent methionine synthesis showed expression patterns in common with vitamin B_12_ salvage and *T. elongatus* vitamin B_12_ synthesis genes, indicating that one exchanged resource (e.g., vitamin B_12_) may affect requirement of another exchangeable resource (e.g., methionine) that has a closely linked pathway.

The collection of experimental results presented here clearly shows that the cyanobacterium responded and acclimated to heterotrophic partnership. In this experimental system, *T. elongatus* is either indirectly regulated by environmental changes instigated by *M. ruber* or directly regulated via molecular signals. The integrated kinetics- and global transcriptomics-based inferences were not targeted enough to capture a mechanism for direct interspecies regulation. Although direct interspecies regulation cannot be ruled out, our conclusion is that this heterotrophic partnership establishes an indirect interspecies regulation of gene expression resulting in measurable changes of growth and photosynthesis kinetics of the binary culture compared to the cyanobacterial axenic control. The outcomes described here can be generalized to understand microbial cyanobacterium-heterotroph interactions better (Fig. 7). For instance, the cyanobacterium was inferred to sense the presence of its commensal heterotrophic partner and respond by altering its gene expression. Interspecies modulation of gene expression, via indirect regulation, is supported by results reported in previous studies that investigated very different cyanobacterium-heterotroph platforms (2, 4), and a number of notable commonalities emerge. A previous study, investigating a consortium composed of cyanobacterium *Synechococcus* sp. PCC 7002 coupled with *Shewanella putrefaciens* W3-18-1 (2), reported a >2-fold change in mRNA abundances of cyanobacterial genes (compared to axenic) that encode enzymes belonging to the same functional groups that were statistically enriched from *T. elongatus* in the current study (Fig. 3). These include some of the most notable examples, such as carbon concentration, carboxysome synthesis, PS II, oxidative phosphorylation, methionine metabolism, and Fe-S cluster biogenesis. Similarly to the results from this study, *Synechococcus* sp. PCC 7002 was also reported to show >2-fold changes in B_12_ salvage processes when partnered with *S. putrefaciens* W3-18-1, although the current study investigated a cyanobacterial B_12_ prototroph. Another study, which investigated the transcriptional responses of *Synechococcus* sp. WH8102 cocultured with *Vibrio parahaemolyticus*, also reported changes in expression of genes sharing the functions reported here. These include amino acid biosynthesis, cofactor biosynthesis, PS II, NAD(P)H-dehydrogenase, and ATPase. The functional similarities of cyanobacterial genes being influenced and potentially indirectly regulated by the activity of a heterotrophic partner are remarkable considering the difference in species, their origins, and the treatments and culturing platforms compared. Interspecies modulation of gene expression likely serves as a fundamental principle enabling microbial communities to coordinate their metabolism and coacclimate to each other and environmental cues.

**FIG 7:**
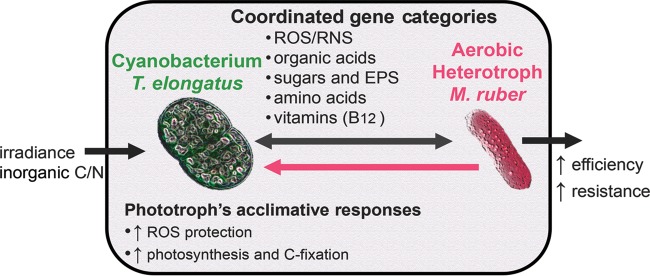
Schematic outline of responses to heterotrophic partnership observed and inferred as indirect interspecies regulation events and metabolic coupling.

## MATERIALS AND METHODS

### Bacterial strains and culturing media.

Both *Thermosynechococcus elongatus* strain BP-1 and *Meiothermus ruber* strain A were grown axenically and as a binary consortium in a modified BG-11 (mBG-11) medium (BP-1 medium) containing 17.6 mM NaNO_3_, 0.304 mM MgSO_4_⋅7H_2_O, 0.175 mM KH_2_PO_4_, 0.245 mM CaCl_2_⋅2H_2_O, 0.0028 mM Na_2_EDTA, and 0.0144 mM FeCl_3_. The mBG-11 was supplemented with 1 ml liter^−1^ trace mix: 46.2544 mM H_3_BO_3_, 9.1458 mM MnCl_2_⋅4H_2_O, 0.772 mM ZnSO_4_⋅7H_2_O, 1.611 mM Na_2_MoO_4_⋅2H_2_O, 0.316 mM CuSO_4_⋅5H_2_O, and 0.170 mM Co(NO_3_)_2_⋅6H_2_O. During binary culture, both species were supported by the autotrophic growth of *T. elongatus* (i.e., no organic substrate was added for the growth of *M. ruber*). Axenic starter cultures of *M. ruber* were cultured in mBG-11 supplemented with 1% yeast extract. Starter cultures were generated in 150-ml sealed serum bottles charged with 50 ml mBG-11 plus 15 mM NaHCO_3_ (adjusted to pH 7.5) under 10% CO_2_ in N_2_ headspace. Photobioreactors were inoculated to an optical density at 730 nm (OD_730_) of 0.01 with exponentially growing starter culture(s).

### Turbidostat photobioreactor operation.

This study modified a previously reported continuous stirred tank reactor operated with feedback control as a turbidostat (40–43). Briefly, a “white-light” photobioreactor (7.5-liter vessel) was constructed with evenly spaced sets of fluorescent lights (Sylvania; model FP14/835/ECO, Pentron 3500 K, 14 W) at each quadrant of the cylindrical bioreactor vessel (both 8- and 12-bulb configurations). A custom dimmer was controlled with a 4- to 20-mA signal commanded from a New Brunswick Scientific BioFlo 310 bioreactor controller. The reactor and light bank apparatus were isolated from external ambient light. The working volume of the reactor (5.5 liters) was held at a constant temperature of 52°C and pH 7.5. A Clark-type oxygen sensor coupled with two independent off-gas sensors (Blue Sense; Cell and Ferm models) was used to measure dO_2_ and off-gas O_2_ and CO_2_, respectively. Incident scalar irradiance and the transmitted irradiance used to control turbidostat operation were maintained using custom photovoltaic cells coupled with a digital pA/mV multimeter (Keithley 2700 Integra Series; Tektronix, Beaverton, OR). The dilution rate of the culture was determined gravimetrically from the effluent medium. Steady states were defined by stable (<10% variation from the mean) measurements of dilution rate, OD_730_, and dissolved O_2_ for a minimum of 3 residence times. These measurements, as well as off-gas CO_2_, pH, temperature, and acid/base addition, were data logged at 1-min intervals; hence, the replication of values used to calculate the specific rates (presented in Fig. 1 and 2) is means and standard deviations from a minimum of 604 measurements (for the fastest residence time of 3.36 h; dilution). Additional details for bioreactor-enabled measurements are available in Text S1 in the supplemental material.

10.1128/mSystems.00181-16.1 TEXT S1  Supplemental text describing additional details pertaining to the methodology and results presented in the manuscript and supplemental files. Download TEXT S1, DOCX file, 0.04 MB. Copyright © 2017 Bernstein et al. 2017 Bernstein et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Flow cytometry.

The flow cytometry data were obtained using a BD Influx fluorescence-activated cell sorter (FACS; BD Biosciences, San Jose, CA). Using the 488-nm excitation from a Sapphire LP laser (Coherent Inc., Santa Clara, CA) at 100 mW, samples were analyzed using a 70-μm nozzle. Optimization and calibration of the FACS were performed before each analysis using 3-μm Ultra Rainbow fluorescent particles (Spherotech, Lake Forest, IL). The ratio of the two distinct populations of cells within a mixed microbial community was identified from 50,000 recorded cells using size and complexity gates with FCS Express (Los Angeles, CA) flow cytometry software. Cell counts are presented as the percentage of total counting events.

### RNA isolation and sequencing.

Cells for total RNA isolation were harvested from steady-state growth conditions by previously reported methods (2, 43). Transcriptomic samples were sampled in a minimum of two biological duplicates sampled from steady states in a minimum of 1 residence time (1/dilution rate) apart from each other. Briefly, cells were collected via centrifugation at 7,000 rpm for 5 min at 4°C, frozen in liquid nitrogen, and stored at −80°C. All RNA analyses were repeated in biological duplicates. To analyze the response of *T. elongatus* alone to the addition of a heterotrophic partner, RNA was extracted with TRIzol and sequenced using SOLiD (sequencing by oligonucleotide ligation and detection) technology with no depletion of rRNA (see the supplemental material for details). However, as binary culture samples contained <10% *M. ruber* by cell count, the extraction and sequencing methodology was modified when collecting data used to specifically examine the correlation of transcriptional responses between *T. elongatus* and *M. ruber*. For this, RNA was extracted using the SV total RNA isolation system (Promega, Madison, WI) followed by genomic DNA removal and purification using the Turbo DNA-free kit (Life Technologies, Carlsbad, CA). An Agilent 2100 Bioanalyzer was used to assess the integrity of the RNA samples. Only RNA samples having an RNA integrity number between 8 and 10 were used. cDNA libraries were constructed using the Ovation Universal transcriptome sequencing (RNA-seq) system (NuGEN, San Carlos, CA). This kit was used to incorporate specific InDA-C probes used to deplete rRNA from the binary culture experiments. Probes were designed to deplete both 16S and 23S rRNA from both *T. elongatus* and *M. ruber*. cDNA libraries were examined using the Agilent 2100 Bioanalyzer to confirm proper size and construction and were sequenced on an Illumina NextSeq 500 sequencer. Reads from all samples were aligned to the genomes of *T. elongatus* BP-1 (NCBI accession no. NC_004113) and the RAST gene model of *Meiothermus ruber* strain A (NCBI accession no. NZ_JXOP01000000) using the Burrows-Wheeler Aligner (BWA) with the default settings (44). Gene counts were determined using HTSeq (45) and were normalized first with DESeq2 (46) followed by normalization to the gene length in kilobases. Additional details on RNA sequencing and transcriptomic data analyses are available in the supplemental material.

### Transcriptomic analyses.

mRNA abundance profiles (given in reads per kilobase per million [RPKM]) for each steady-state condition (measured in biological duplicate) were filtered to remove any gene with an average count of zero in any condition and any gene with an average RPKM of <15. Binary culture expression profiles (genes from both organisms) were grouped via correlation-based K-means clustering (see the supplemental material). Prior to clustering, filtering was employed to mask the bottom 30% of genes with the smallest variance across each respective profile (i.e., flat profiles). Genes were determined to be significantly different in their expression when comparing two conditions if they showed a >2.0-fold change in their expression with an adjusted *P* value of <0.05. Significant enrichment (or functional enrichment) was performed as previously described (43). Briefly, enrichment was defined as the percentage of genes of a given function in the profile depicted (for example, increased expression with increased irradiance under binary conditions) divided by the percentage of genes in that same function in the genome as a whole. Enrichment ratios were then determined to be statistically significant using Fisher’s exact test with any ratio with a *P* value of <0.05 classed as significant.

### ROS-RNS measurements.

Relative abundances of reactive oxygen and nitrogen species (ROS-RNS) were measured using a previously reported method (47). Briefly, we used the cell-permeant fluorescent dye 5-(6)-chloromethyl-2′,7′-dichlorodihydrofluorescein diacetate, acetyl ester (CM-H_2_DCFHDA; Cayman Chemicals, Ann Arbor, MI), for which increased dichlorofluorescein (DCF) fluorescence is a proxy measurement of reactive oxygen/nitrogen species; increased fluorescence is proportional to increased intracellular ROS-RNS. Cell suspensions were collected from a steady-state culture and analyzed in triplicate (3 subfractions of cells collected from each steady state). For each replicate, a 1-ml aliquot was treated with 10 mM CM-H_2_DCFHDA freshly dissolved in 100% Me_2_SO (Sigma-Aldrich, St. Louis, MO) to a final concentration of 10 μM. Concurrently, a 1-ml aliquot of control cells was treated with 1 µl of Me_2_SO. Cells were transferred to opaque black 96-well plates (Nunc A/S, Roskilde, Denmark) and incubated in the dark with intermittent shaking for 30 min at room temperature. Fluorescence was measured at 525 nm after excitation at 488 nm on a SpectraMax Gemini XS spectrofluorometer. The control measurements were subtracted from the CM-H_2_DCFHDA-treated samples to correct for nonspecific fluorescence.

10.1128/mSystems.00181-16.9 DATA SET S1  Axenic *T. elongatus* transcript abundances and gene annotations. Download DATA SET S1, XLSX file, 0.8 MB. Copyright © 2017 Bernstein et al. 2017 Bernstein et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00181-16.10 DATA SET S2  Binary culture, *T. elongatus* and *M. ruber*, transcript abundances, gene annotations, and clustering assignments. Download DATA SET S2, XLSX file, 4.4 MB. Copyright © 2017 Bernstein et al. 2017 Bernstein et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Accession number(s).

Raw sequencing files are available at the NCBI-GEO repository under accession numbers GSE94125 and GSE93859.

# Supplementary material for: Indirect Interspecies Regulation: Transcriptional and Physiological Responses of a Cyanobacterium to Heterotrophic Partnership
**Source:** mSystems. 2017 Mar 7;2(2):e00181-16. doi: 10.1128/mSystems.00181-16
**Supplement:** FIG S1

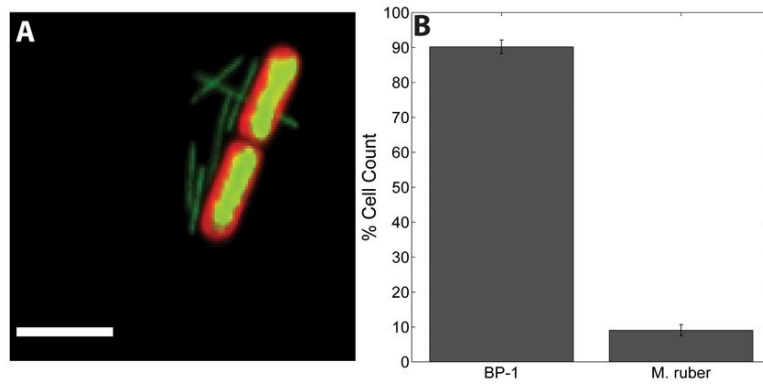

**Figure S1.** A) A representative confocal micrograph (1 of 40) showing cells maintained as a stable, photosynthetically supported binary culture of *T. elongatus* (red; autofluorescence) supporting *M. ruber* (green; SYBR Gold). Scale bar represents 10  $\mu\text{m}$ . B) Relative abundances measured in % cells counted via fluorescence activated cell sorting. Values represent the mean from three independent steady states held under different oxygen tensions ( $\text{pO}_2 = 0, 0.3$  and  $0.6 \text{ ATM-O}_2$ ). Error bars represent  $\pm 1$  standard deviation.

# Supplementary material for: Indirect Interspecies Regulation: Transcriptional and Physiological Responses of a Cyanobacterium to Heterotrophic Partnership
**Source:** mSystems. 2017 Mar 7;2(2):e00181-16. doi: 10.1128/mSystems.00181-16
**Supplement:** FIG S2

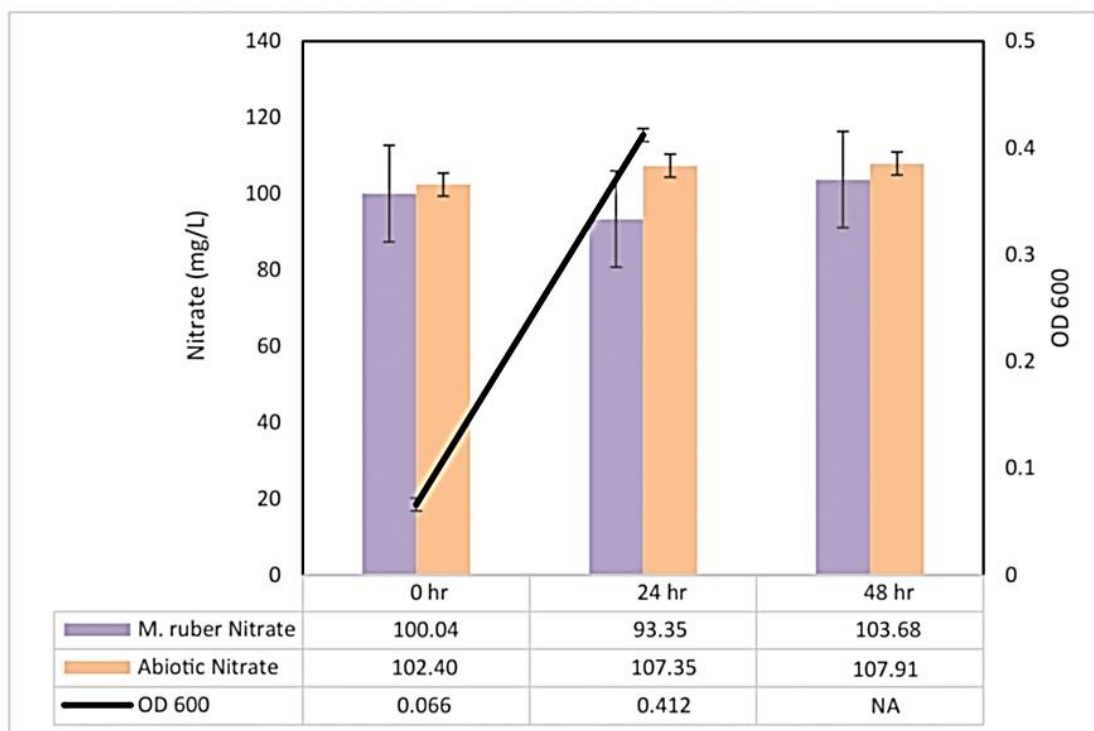

**Figure S2.** Batch growth and nitrate assay. Each data point represents the mean from three biological replicates. The optical density (OD 600) of *M. ruber* cells are matched to the *M. ruber* Nitrate samples. Error bars represent  $\pm 1$  standard deviation. The abiotic control experiment revealed no change in nitrate concentration and remained constant at  $106 \pm 3 \text{ mg L}^{-1}$  over 48 h.

# Supplementary material for: Indirect Interspecies Regulation: Transcriptional and Physiological Responses of a Cyanobacterium to Heterotrophic Partnership
**Source:** mSystems. 2017 Mar 7;2(2):e00181-16. doi: 10.1128/mSystems.00181-16
**Supplement:** FIG S4

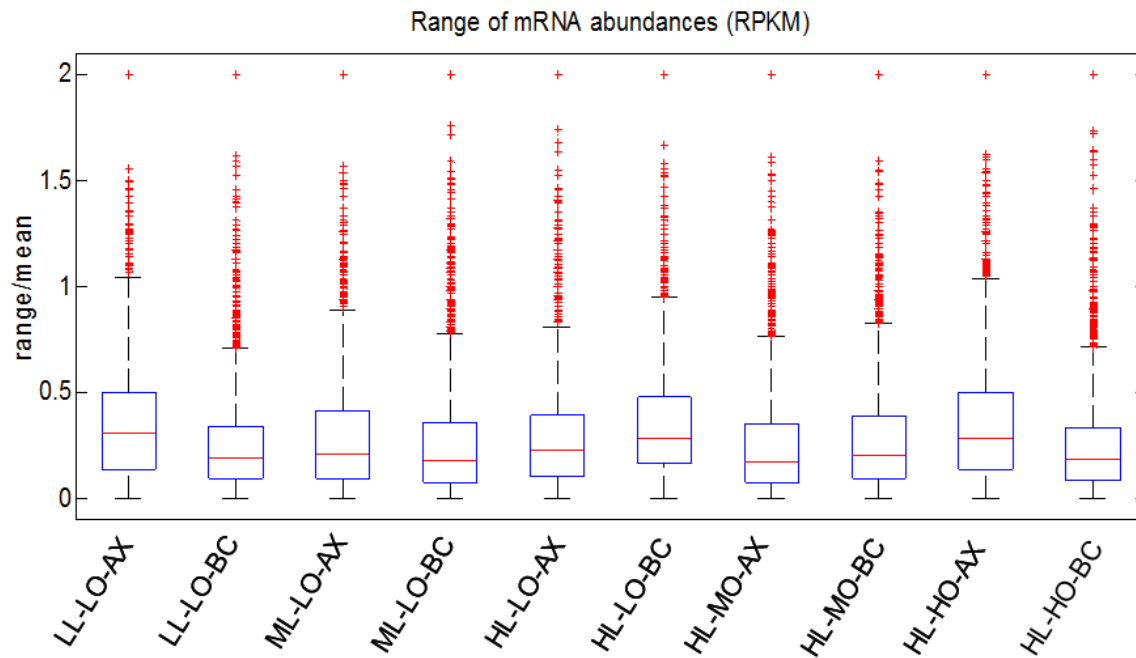

**Figure S4.** Concordance of replication shown as the ranges between biological duplicate measurements of mRNA abundances (RPKM) values for 2479 genes at each steady-state condition for which *T. elongatus* gene expression was analyzed. Specific turbidostat steady-state conditions are designated with the following abbreviations: axenic *T. elongatus* (AX), binary culture (BC), high light (1995  $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ ; HL), medium light (1190  $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ ; ML), low light (197  $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ ; LL), high  $\text{O}_2$  ( $\text{pO}_2=0.6 \text{ ATM}$ ; HO), medium  $\text{O}_2$  ( $\text{pO}_2=0.3 \text{ ATM}$ ; MO) and low  $\text{O}_2$  ( $\text{pO}_2=0.0 \text{ ATM}$ ; MO).

# Supplementary material for: Indirect Interspecies Regulation: Transcriptional and Physiological Responses of a Cyanobacterium to Heterotrophic Partnership
**Source:** mSystems. 2017 Mar 7;2(2):e00181-16. doi: 10.1128/mSystems.00181-16
**Supplement:** FIG S5

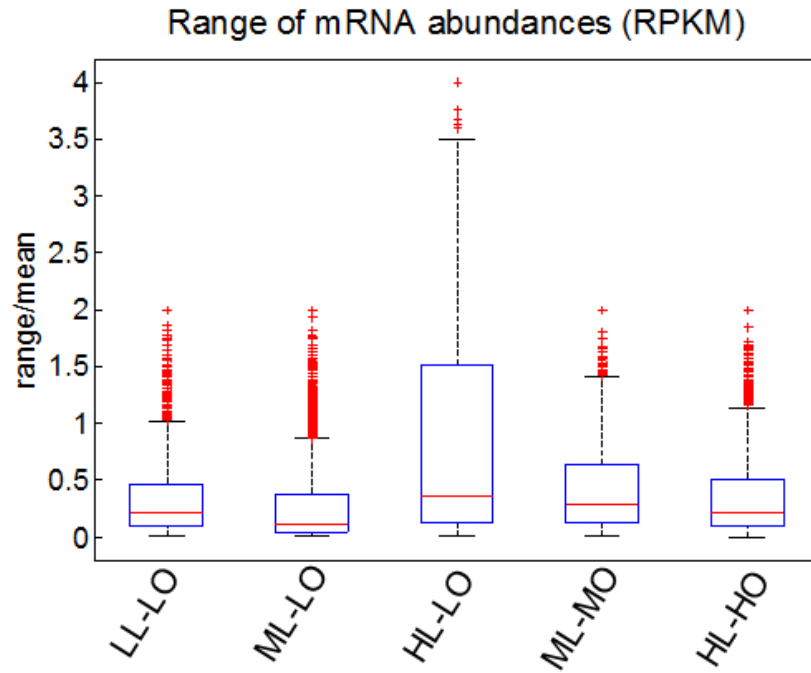

**Figure S5.** Concordance of replication shown as the ranges between biological replicate measurements of mRNA abundances (RPKM) values for 4492 genes at each steady-state condition for which species resolved gene expression was analyzed; binary cultivation of *T. elongatus* and *M. ruber*. Specific turbidostat steady-state conditions are designated with the following abbreviations: high-light ( $1995 \mu\text{mol photons m}^{-2} \text{s}^{-1}$ ; HL), medium-light ( $1190 \mu\text{mol photons m}^{-2} \text{s}^{-1}$ ; ML), low-light ( $197 \mu\text{mol photons m}^{-2} \text{s}^{-1}$ ; LL), high- $\text{O}_2$  ( $\text{pO}_2=0.6 \text{ ATM}$ ; HO), medium- $\text{O}_2$  ( $\text{pO}_2=0.3 \text{ ATM}$ ; MO) and low- $\text{O}_2$  ( $\text{pO}_2=0.0 \text{ ATM}$ ; MO). Replication of transcriptomic analyses was performed in duplicate with the exception of condition HL-LO which was performed in quadruplicate.

# Supplementary material for: Indirect Interspecies Regulation: Transcriptional and Physiological Responses of a Cyanobacterium to Heterotrophic Partnership
**Source:** mSystems. 2017 Mar 7;2(2):e00181-16. doi: 10.1128/mSystems.00181-16
**Supplement:** TEXT S1

**1. Cell counts and imaging.** Cell counting was performed by fluorescence activated cell sorting (FACS; see main text Materials and Methods) and cell counts are presented as the percentage of total counting events. Microscopic images were acquired on a Zeiss LSM 710 Scanning Confocal Laser Microscope (Carl Zeiss MicroImaging GmbH, Jena, Germany) equipped with a W Plan-Apochromatic 63x/1.0 M27 objective. *M. ruber* cells were visualized by SYBR Gold (Life Technologies, Carlsbad, CA) 499-598 nm. *T.* *elongatus* was visualized by auto-fluorescence measured at 651-721 nm. Images were processed with Volocity (Perkin Elmer, Waltham, MA) and used to obtain the cell size measurements made along the major and minor axis.

**2. Batch growth of *Meiothermus ruber***

Axenic *M. ruber* was cultured in batch to test for nitrate consumption. Cultures were grown in 250 ml shake flasks charged with 25 ml of BP1 media supplemented with 0.1% yeast extract, 5 mM lactate and 17 mM NaNO_3_. Cultures were inoculated with exponentially growing cells to an OD_600_ of 0.066, held at 55°C and agitated at 150 RPM for 48 hrs. An abiotic control was run under the same conditions. Nitrate was measured on a Dionex ICS-200 anion chromatograph (Thermo Fisher Scientific Inc., Waltham, MA ) ([1](#_ENREF_1)).

Axenic *M. ruber* was unable to consume nitrate (Fig. S2), which was the sole nitrogen source supplied during cultivation of the binary consortium. This experimental result is complemented by the fact that the *M. ruber* genome does not contain the principal genes associated with nitrate reduction (assimilatory or dissimilatory). *M. ruber* was reliant upon organic nitrogen supplied by *T. elongatus* during binary cultivation.

**3. Metabolite Analysis**

Samples were collected from the turbidostat during steady-states (biological duplicates sampled 1 or more residence times apart from each other) and passed through a 0.2 µm syringe filter to collect a spent media fraction. Then, 1 mL filtrate aliquots were was dried under a speed-vac concentrator for chemical analysis. Fresh sterile medium was prepared by the same method for control. Dried samples were chemically derivatized via methoxyamination and trimethylsilyation, and analyzed by GC-MS as reported previously ([2](#_ENREF_2)). Metabolite peaks which were detected over the fresh medium samples were monitored and plotted with their intensities. The assay screened for sugars (e.g., sucrose), organic acids and amino acids (Fig. S3). Extracellular metabolite signatures for sugars were not distinguishable from the fresh/sterile media controls and citric acid was the only organic acid identified to change. Interestingly, a suite of amino acids were detected between the axenic *T. elongatus* and the binary culture conditions.

**4. RNA isolation and sequencing for axenic *T. elongatus***

Axenic *T. elongatus* experiments were initially analyzed and compared prior to performing binary cultivation experiments with *M. ruber*. Binary culture samples were composed of approximately <10% *M. ruber* by cell count. Therefore, to increase the quality of *M. ruber* transcriptomic data the extraction and sequencing methodology used was modified. Sample prepared by the following methods were only used to examine *T. elongatus* genes and their changes in expression during axenic versus binary growth.

Samples were collected from the turbidostat during steady-states. RNA was extracted using Invitrogen TRIzol® Reagent (Thermofischer, Waltham, MA), followed by genomic DNA removal and cleaning using Qiagen RNase-Free DNase Set kit (Qiagen, Hilden, Germany) and Qiagen Mini RNeasy™ kit (cat#74104). The Agilent 2100 Bioanalyzer was used to assess the integrity of the RNA samples. Only RNA samples having RNA Integrity Number (RIN) between 8 -10 were used. The Applied Biosystems SOLiD^TM^ Total RNA-Seq kit (catalog number 4445374) was used to generate the cDNA template library according to the instruction manual. The SOLiD^TM^ EZ Bead system was used to perform emulsion clonal bead amplification to generate bead templates for SOLiD^TM^ platform sequencing. Samples were sequenced on the 5500XL SOLiD^TM^ platform. The 50-base short read sequences produced by the 5500XL SOLiD^TM^ sequencer were mapped in color space using SOLiD^TM^ LifeScope^TM^ software version 2.5 using the default parameters against genome of *Thermosynechococcus elongatus* BP-1 DNA NC-004113, both the fasta and the GFF files can be obtained from NCBI Genome databases (<http://www.ncbi.nlm.nih.gov/genome>). Raw counts from SOLiD sequencing were then normalized with DESeq2 ([3](#_ENREF_3)) and differentially expressed genes (defined as >2.0 fold change with an adjusted *p*-value of < 0.05) were also identified with this same program.

**5. Transcriptomic analyses**

Messenger RNA abundance profiles, given in RPKM values for each steady-state condition (repeated as biological duplicates), were filtered to remove any gene with an average count of zero in any condition and any gene with an RPKM value of < 15 when all conditions were averaged. Binary culture expression profiles were identified via K-means clustering and calculated with the custom Matlab script (below) which masked the bottom 30% of genes with the smallest variance across each respective profile (i.e., flat profiles). Significant enrichment was defined as the percentage of genes within the profile for which a function has been assigned being significantly higher than the percentage of genes of the same function in the entire genome with a *p*-value of < 0.05 according to Fisher’s exact test.

**6. Growth and photosynthesis kinetics**

The net rate of O_2_ production was calculated from the steady-state mass balance through the bioreactor control volume (Equation S1).

$q_{O_{2}}x= D\left( {[O}_{2}^{in\_aq}]-[O_{2}] \right)+k_{l}a\left( k_{H}pO_{2}-[O_{2}] \right)$ Eq. S1

The specific rate of O_2_ production (q_O2_) multiplied by the biomass concentration (x) is interpreted here as the net rate of O_2_ production during photosynthesis ([4](#_ENREF_4)) and is a function of the dilution rate (D), k_l_a (17.6 ± 0.2 h^–1^,), dissolved O_2_ concentration ([O_2_]), partial pressure of O_2_ within the sparge gas (pO_2_) and Henry’s law partitioning coefficient (k_H_ = 8.07 ∙ 10^–4^ mol L^–1^ ATM^–1^; at 52°C). The specific rate of biomass production (q_x_; Cmmol biomass h^–1^·g^-1^_AFDW_) was calculated by assuming the molecular weight of dry biomass to be 24.59 g_AFDW_·Cmol^-1^ ([5](#_ENREF_5)) .

**7. Statistical tests**

Statistical tests were used to interpret the data presented in the main text. The slopes presented in Figure 1C and Figure 2 were determined to be significantly different from each other with > 99% certainty. This was determined using a t-test for unequal sample sizes assuming equal variances, Equations S2 and S3; where *Y_i_*, *n_i_*, and *S_i,j_* are the respective slopes, number of averaged data points and standard error, respectively.

$t_{statistic}= \frac{Y_{1,avg}-Y_{2,avg}}{S_{1,2}\sqrt{\frac{1}{n_{1}}-\frac{1}{n_{2}}}}$ Eq. S2

$S_{1,2}= \sqrt{\frac{\left( n_{1}-1 \right)\cdot s_{1}^{2}+\left( n_{2}-1 \right)\cdot s_{2}^{2}}{\left( n_{1}-1 \right)+\left( n_{2}-1 \right)}}$ Eq. S3

A Tukey’s range test ([6](#_ENREF_6)) was used to interpret the difference between average values presented in Figure 3 which were also determined to be significantly different from each other with > 99% certainty.

**8. MATLAB K-means clustering script.**  Data inputs to reproduce this clustering analysis can be derived by importing the Excel files provided as supplementary data to the manuscripts. Some parsing is needed to satisfy the input structures specified as comments in the code under %input.

function [Cdata,colhead,clusts]=BP1Kmeans(rpkm,genes,cond)

%Written by Hans C. Bernstein 2/10/15

%Matlab 2014

%Citation: Mathworks "Gene Expression Profile Analysis"

%www.mathworks.com/help/bioinfo/examples/

%REQUIRES MATLAB STATISTICS/BIOINFORMATICS TOOLBOX

% performs Kmeans clustering on normalized mRNA abundances (e.g.rpkm)

%input

% rpkm [matix m x n] containing gene expression in rpkm or other

% genes <n x 1 cell> of strings identifying the rows (row)

% cond <1 x m cell> of strings identifying the profile conditions (column)

%output

%Cdata <m x (n+2) dataset> containing all genes, cluster IDs & rpkm values

%colhead <1 x (n+2) cell> contains column headers for Cdata

%clusts [matrix 4 x n] contains profile of each cluster's centroid

%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%%

g=genes; %store var "g" to keep original, unfiltered gene list

fprintf('number of original genes:');

length(genes)

%% pre processing

%remove "empty spots"

emptySpots=strcmp('EMPTY',genes);

rpkm(emptySpots,:)=[];

genes(emptySpots)=[];

%% MORE pre processing

%remove genes w/ "NaN" values

nanIndicies = any(isnan(rpkm),2); % isnan identifies genes w/ missing data

rpkm(nanIndicies,:)=[];

genes(nanIndicies)=[];

%% MORE pre processing

%replace zero expression values

R=zeros(length(rpkm(:,1)),length(rpkm(1,:)));

m=1;

while m <= length(rpkm(:,1));

n=1;

while n <= length(rpkm(1,:));

if rpkm(m,n) ~= 0;

R(m,n)=rpkm(m,n);

end

if rpkm(m,n)==0;

R(m,n)=0.5; %sets value below possible (non-zero) min RPKM

end

n=n+1;

end

m=m+1;

end

%% more pre processing OPTIONAL!!!

%filter "flat profiles"

%filters out genes w/ small variance over the profile

mask=genevarfilter(R,'Percentile',30);

% Use the mask as an index into the values to remove the filtered genes

R=R(mask,:);

genes=genes(mask);

%% more pre processing

%Normalize the rpkm values by the mean of each gene profile

N=zeros(length(R(:,1)),length(R(1,:)));

m=1;

while m <= length(R(:,1));

av=mean(R(m,:));

n=1;

while n <= length(R(1,:));

N(m,n)=R(m,n)/av;

n=n+1;

end

m=m+1;

end

fprintf('number of unfilterd genes:');

length(genes)

%% Log base 2 transformation

L2val=log2(N); %calc log base 2 of RPKM values

%% perform K-means clustering

rng('default'); %initialize random number generator

[cidx, ctrs]=kmeans(L2val,4,'dist','corr','rep',5,'disp','final');

%% Plot clusters

%generate arbitrary abscissa vector w/ sequentially increasing numbers

i=1;

while i <= length(cond);

ab(i)=i;

i=i+1;

end

figure;

for c = 1:4;

subplot(1,4,c); %THIS CAN BE MODIFIED TO OUTPUT CUSTOM SUBPLOT ARRAY

plot(ab,L2val((cidx == c),:)); % PLOTS ALL PROFILES

hold all;

% PLOTS PROFILE OF EACH CLUSTER'S CENTROID

plot(ab,ctrs(c,:),'-k', 'lineWidth', 5);

axis tight;

axis('square');

set(gca,'XTick',[1 2 3],'XTickLabel',cond,'fontname','symbol');

end

suptitle('K-means Clustering of Profiles');

%% create cluster data object

clustID=mat2dataset(cidx);

totgeneID=mat2dataset(g);

geneID=mat2dataset(genes);

RPKM=mat2dataset(rpkm);

z=mat2dataset(zeros(length(g),1)); %create ID "0" for genes not clustered

%concatenate all genes, cluster IDs and RPKM vals

totdata=[totgeneID z RPKM];

data=[geneID clustID];

%combine filtered and unfiltered data

i=1;

while i <= length(g)

j=1;

while j <= length(genes)

t=isempty(strfind(g{i},genes{j}));

if t == 0;

totdata(i,2)=data(j,2);

end

j=j+1;

end

i=i+1;

end

colhead={'genes' 'clusterID'};

colhead=[colhead cond]; %create cell array for column headers

Cdata=totdata; %full data set w/ cluster IDs

clusts=ctrs;

fprintf('Kclust_prof ran in (seconds):');

cputime

%eof

**9. Supplementary References Cited**

1. **Pfaff J, Brockhoff C, O’Dell J.** 1991. The determination of inorganic anions in water by ion chromatography. US Environmental Protection Agency Method **300**.

2. **Kim Y-M, Nowack S, Olsen MT, Becraft ED, Wood JM, Thiel V, Klapper I, Kühl M, Fredrickson JK, Bryant DA.** 2015. Diel metabolomics analysis of a hot spring chlorophototrophic microbial mat leads to new hypotheses of community member metabolisms. Frontiers in microbiology **6**.

3. **Love MI, Huber W, Anders S.** 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol **15:**1-21.

4. **Bernstein HC, Kesaano M, Moll K, Smith T, Gerlach R, Carlson RP, Miller CD, Peyton BM, Cooksey KE, Gardner RD.** 2014. Direct measurement and characterization of active photosynthesis zones inside wastewater remediating and biofuel producing microalgal biofilms. Bioresource technology **156:**206-215.

5. **Roels J.** 1980. Application of macroscopic principles to microbial metabolism. Biotechnol Bioeng **22:**2457-2514.

6. **Tukey JW.** 1949. Comparing individual means in the analysis of variance. Biometrics**:**99-114.

How the deposited data were processed for this re-analysis (not part of the article)

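RNA of T. elongatus was measured in 20 samples, 2 from each of 10 conditions: 5 steady states in axenic culture and 5 in binary culture with M. ruber. The authors sequenced total RNA without rRNA depletion on the SOLiD platform and deposited 1 table of 2479 rows, of which 2430 name protein-encoding genes, 48 name rRNA, tRNA or other RNA and 1 names no gene. The supplement says that reads were mapped in color space with LifeScope, whereas the methods name BWA and HTSeq for all samples, and the values do not show which was used. The authors normalized the counts with DESeq2, and the deposited values are on a log2 scale after a variance-stabilizing transformation, which the paper's text does not name for them. They were not divided by gene length. All columns of the table were used.

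The table's columns name the condition and a letter, A or B, for each sample. The letters were not matched to the replicate numbers of the sample labels. Each column was therefore mapped to its condition, and replicates are called A and B. Both columns of a condition carry the same culture code, and the paper took duplicates at least 1 residence time apart, so the spread between separate cultures of a condition was not measured.

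Reads per gene were recovered by inverting the transformation, with the value of 0 reads taken from the table. Values below 50 reads were within 0.02 of a whole number of reads in 100% of cases, over 807 to 1488 such values per sample. Total reads were between 23260749 and 60446698 per sample, with a median of 37412709.5 in axenic and 31761349.5 in binary culture. rRNA took 48.9 to 86.3% of them. Protein-encoding genes took 1.05 to 1.54%, which sets the depth of every comparison: the median gene had between 26.5 and 86 reads per sample. The 2 samples of a condition differed by more than read sampling in each condition, with a chi-square per degree of freedom between 1.60 and 9.87 over genes with at least 10 reads in the pair.

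Genes with 0 reads in both samples of any condition were left out, as in the paper's methods, which removed 124 and left 2306. The RPKM minimum of 15 in the methods was not part of the main test because the paper's text does not say which reads it is scaled to; both readings were tried. A group-means model with 10 residual degrees of freedom was fitted to the deposited values with limma 3.58.1 in R 4.3.3, with a variance trend. A gene was called at a log2 change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. Contrasts were high against low light and high oxygen against high light within each culture, the difference of each between the cultures, binary against axenic culture at each steady state, and the mean of the latter over the 5 steady states. The steps from low to mid and from mid to high light were added after the data were seen. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

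The code was tested on simulated data in which 200 of 2306 genes were changed 4-fold. It recovered 95% of them for light in axenic culture, 89.5% for O_2_ in binary culture, 83% for the light interaction, 85.5% for the O_2_ interaction, 93.5% for binary against axenic culture at low light, 90% at high oxygen and 97.5% for the mean of 5 steady states. Between 0 and 4 of the 2106 unchanged genes were called, and 0 changed genes were called in the wrong direction.

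The genes named are those that the paper names in its Results on cyanobacterial responses, in the legends of Figs. 3 and 5 and in the Discussion. To these were added, for each light, O_2_, interaction and single steady-state partnership contrast, the 3 rising and 3 falling genes with the largest change among those called whose samples do not overlap between the conditions, or whose direction is kept with each sample left out for an interaction. All called genes met the added condition. This rule was set in advance, when a few entries of the paper's Data Set S1 had been seen. Genes named outside it are said to be so. Symbols and positions are from the RefSeq annotation of the sequence that the authors used, in which 2328 of 2430 locus tags matched and 634 carry a symbol.

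Functional groups were formed by gene symbol and tested by a one-sided Fisher's exact test against all genes tested. The paper's own annotation is held only in part and was used for no group test. The alternatives set in advance were other thresholds, only the samples compared in the fit, median re-centring, quantile normalization, no filter, the genes with the lowest means left out, no variance trend, a replicate block and each sample left out. Those chosen after seeing the data were limma voom on the recovered reads with the recovered size factors or with protein-encoding reads as the scale, log2 of normalized reads plus 1, reads divided by the total reads of the sample, and both RPKM minimums. Count-based tools were set in advance as an alternative for held or recovered counts and were not run, since the deposited unit is a transformed log2 value; limma voom on the recovered reads was run in their place. Other pseudocounts did not apply to values on a log scale. The M. ruber libraries and the later time series have no values in the table, so no claim about them was examined.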

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

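The tests of the code letter, of depth, of reads from M. ruber, of exchanged or mixed samples, the steps between adjacent light levels, the exchanges of whole conditions, and the settings with voom and total reads were chosen only after the result was seen, as was the use made here of the planned settings (each sample left out, median re-centring, quantile normalization, 2-fold alone) as tests of an explanation. Code letters are those of the cultures in the paper's Data Set S1, where the binary cultures at low and mid light carry M and all others T. Each condition has 1 code, so in every comparison of this part a difference between single cultures cannot be told apart from the treatment, and only the letter was tested.

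The light response differed between axenic and binary culture in 352 genes by a direct test of the difference. Leaving out any 1 of the 8 samples left at least 234 genes, the number without replicate A of axenic high light, so no single sample carries the difference. Median re-centring and quantile normalization left at least 292, but both scale to a typical gene as the authors did and decide nothing about that choice. Without it, 1035 genes were called with reads divided by total reads, 146 of them among the 352 and in the same direction, and 646 with voom scaled by protein-encoding reads, 174 of them so shared. The authors' normalization therefore stays open as a source of the number and direction of these genes. The letter does not change between low and mid light in either culture, and that step alone differed in 182 genes (118 without replicate B of axenic mid light), so the letter cannot be the whole source. The part that lies between mid and high light is weighed next. The direction of the differences was not stable: 60.5% were more positive in binary culture on the deposited scale, 72.6% with median re-centring, 47.9% with quantile normalization and 0.676% with reads divided by total reads. The effect of partnership that the design names also stays open, and whether it acts through growth rate or medium was not tested.

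The step from mid to high light differed between the cultures in 152 genes. In axenic culture 205 genes were called for this step (123 without replicate B of axenic mid light), and 6 in binary culture (0 without replicate A of mid or of high light and 1 without replicate B of mid light). After thinning the axenic high-light reads to 417150 per sample, 212 genes were called in axenic culture, so depth of the axenic samples is argued against. The difference was called in 70 genes without replicate A of axenic high light, 74 without replicate B of axenic mid light, 93 without replicate B of binary mid light and 92 without replicate A of binary high light, so no single sample carries all of it. Among genes chosen with 1 axenic high-light sample, binary culture lay below the other axenic sample in the direction of the change at high light, where both cultures carry the letter T, with medians of -0.52 and -0.42. A batch effect of the letter forbids this, so it cannot be the whole source. With reads divided by total reads 399 genes were called, 90 of them among the 152 and in the same direction, so the normalization stays open here too. A partnership effect stays open and was not tested further.

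The O_2_ response differed between the cultures in 2 genes, tll0138 and tlr1439. The number was 17 without replicate A of axenic high oxygen, 2 without replicate B of axenic high oxygen, both more negative in binary culture, and 1 without replicate A or B of axenic high light, A or B of binary high light, or B of binary high oxygen. At least 2-fold alone, 70 genes differed, and limma voom called 3. Leaving out either of the 2 axenic high-oxygen samples removes the spread between them, but the number rose without replicate A alone, so whether that spread keeps the number small stays open, and the effect of partnership on the O_2_ response is open. On the genes that differ between cultures at mid oxygen, scaled to 0 in axenic mid oxygen, axenic high oxygen replicate A scored 0.958 and replicate B 0.282. An exchange with a binary sample is argued against, since both binary high-oxygen samples scored at least 0.872. On 9 genes raised in binary culture over the other steady states, binary culture exceeded replicate A by 0.535, while replicate A exceeded replicate B by 0.0574, so replicate A is not a binary sample or mixed with one to a large extent. Why the samples differ stays open.

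Over the mean of 5 steady states, 7 genes that the paper does not discuss were higher in binary culture: tll0141, tlr1439, tlr1442, tlr2109, tsr2142, tlr2143 and tll2310, with differences of 1.06, 1.51, 1.48, 1.03, 1.11, 1.09 and 1.06. They are listed because they passed the threshold, and each was higher at all 5 steady states; those outside the naming rule were chosen after their values were seen. Of 100 exchanges of samples within steady states, 1, the real grouping, called as many, and the highest other called 2, so chance in the grouping of single samples can be excluded. Chance between cultures is not: of 16 exchanges of both samples of a condition together, 1, the real one, called as many, the highest other called 2, and so few exchanges cannot exclude it. With an adjusted p alone, 2 of 100 exchanges of samples and 8 of 16 exchanges of whole conditions called as many as the 149 observed, so that number does not stand out. The letter is argued against for these genes: in the mean of the 3 steady states where both cultures carry the letter T, all 7 were higher, with a median of 1.02, and 5 passed the threshold. Reads of M. ruber counted on T. elongatus genes cannot be told apart from a change in expression. Conserved genes had a median of -0.026, but their high baseline would hide a small share of such reads.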

How the results depend on the processing

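The choices named as set before the data were examined are called planned here, and the others were chosen after seeing the data. The cause was not tested unless a sentence says otherwise.

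With an adjusted p alone, which drops the fold threshold, the numbers of called genes were 1297 and 1256 for light and 225 and 156 for O_2_ in axenic and binary culture, 527, 151, 114 and 72 for partnership at low light, mid light, high light and mid oxygen, 149 for the mean of 5 steady states and 5 for photosystem II genes rising in axenic culture. With at least 2-fold alone they were 70 for the O_2_ interaction, 15 for partnership at high oxygen and 253 for the mid to high light interaction. The O_2_ interaction was 1 in a fit to only the samples compared and 1 with no variance trend, where partnership at mid oxygen was 11. Quantile normalization gave 6 tests of functional groups past the threshold in place of 10 and 8 photosystem II genes rising in binary culture in place of 13.

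With limma voom on the recovered reads, partnership at mid oxygen was 21. With voom scaled by protein-encoding reads, it was 9, partnership at low light 373 and at high light 72, the light interaction 646, and photosystem II genes rising were 5 in axenic and 8 in binary culture. With reads divided by total reads, the values were 98 for O_2_ in binary culture, 1035 for the light interaction, 524 and 215 for partnership at low and high light, 399 for the mid to high light interaction, and 6 and 3 photosystem II genes. An RPKM minimum of 15 over reads of any kind, which leaves 187 genes, gave 82 and 110 for light, 11 and 9 for O_2_, 94 and 0 for the interactions, 43, 5, 6 and 6 for partnership at low light, mid light, high light and mid oxygen, 0 for the mean of 5, 17 for the mid to high light interaction, 3 such group tests, 1 and 7 photosystem II genes, 3 calls of ROS genes and 12 cluster genes; fewer genes tested account for this.

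With 1 sample left out, which leaves a condition with 1 sample assumed to vary like the others, the ranges were 51 to 173 for O_2_ in axenic culture, 234 to 441 for the light interaction, 1 to 17 for the O_2_ interaction, 112 to 246, 21 to 144, 16 to 41, 4 to 13 and 0 to 10 for partnership at low light, mid light, high light, mid oxygen and high oxygen, and 70 to 208 for the mid to high light interaction. The light totals stayed between 766 and 821 in axenic and 750 and 794 in binary culture. The 10 calls at high oxygen came without replicate B and 9 without replicate A of the axenic culture. Partnership at low light was 246 without replicate B of the axenic culture, at high light 16 without replicate A of the axenic and 25 without replicate A of the binary culture, and at mid light 42 without replicate B of the binary culture. The mid to high light interaction was 74 without axenic mid light replicate B, 93 without binary mid light replicate B and 92 without binary high light replicate A.

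The split between rising and falling genes moved by over 10 percentage points with several settings, of which the scalings and the RPKM minimum are given here. With median re-centring the light interaction was 270 up and 102 down, partnership at low light 54 and 128, and partnership at mid oxygen 13 and 28. With quantile normalization the light interaction was 140 and 152. With voom scaled by protein-encoding reads, light was 667 and 319 in axenic and 290 and 628 in binary culture, O_2_ in axenic culture 61 and 29, the light interaction 35 and 611, partnership at low light 362 and 11, at mid light 37 and 16 and at high light 19 and 53, and the mid to high light interaction 33 and 126. With reads divided by total reads, light was 751 and 245 in axenic and 209 and 804 in binary culture, the light interaction 7 and 1028, O_2_ 52 and 55 in axenic and 93 and 5 in binary culture, partnership at low light 522 and 2, at mid light 68 and 22 and at high light 16 and 199, and the mid to high light interaction 30 and 369. With the RPKM minimum over reads of any kind, light in binary culture was 92 and 18, O_2_ in binary culture 6 and 3, the light interaction 91 and 3, the mid to high light interaction 17 and 0, and partnership 2 and 41 at low light, 0 and 5 at mid light, 6 and 0 at high light and 3 and 3 at mid oxygen. The median over all genes with reads divided by total reads was 0.61 for partnership at low light and -0.45 at high light.

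Samples of the same letter did not deviate together: over 45 pairs of conditions r had a median of 0.0112, with 7 pairs over 0.1 and 5 under -0.1, so the letters do not pair the samples. With a replicate block, 801 and 789 genes were called for light in axenic and binary culture, and no number of calls moved by over 1.5 times. Of 161 pairs of named gene and contrast, the planned settings other than leaving out a sample kept the call or its absence in 1398 cases, lost it in 24 and made one in 8; leaving out a sample kept it in 726, lost it in 63 and made one in 3; the settings chosen after seeing the data kept it in 800, lost it in 31 and made one in 14. No called direction was reversed in any. At least 2-fold alone and adjusted p alone relax the threshold on the same fit, so they could not lose or reverse a call. They gave 161 and 154 of the 1398 cases kept. Depth limits calls most for genes with few reads, such as tll0893, with 1 to 12 reads. Count-based tools, planned for held or recovered counts, were not run because the deposited unit is a transformed log2 value, and voom on the recovered reads stands in for them. Other pseudocounts, planned for linear values, were not run.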

Differences from the paper's values

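The values read from figures are by eye. The paper's values lie nearer to those found here in 30 of 32 pairs of gene and condition of Fig. 5, and in 7 of 10 conditions of Fig. S4, when reads are divided by the total reads of the sample, so Fig. 5 is compared on that scale, which was found after seeing the values. The groups of Fig. 3 are formed here by gene symbol and are narrower than the paper's. How far this accounts for the differences in ratio was not tested. All count comparisons use limma on transformed values where the authors used DESeq2 on counts.

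For light-responsive genes the paper reports 354 in axenic and 339 in binary culture, against 799 and 789 here. None of the alternatives set before the data were examined reaches within 1.5 times of the paper's values. The RPKM minimums tried, chosen after seeing the values, gave 767 and 758 over protein-encoding reads, and 82 and 110 over reads of any kind. These lie above and below the paper's values. A minimum on DESeq2-normalized reads per kilobase was not tried. For O_2_-responsive genes the paper's 105 and 60 lie within 1.5 times of 86 and 55.

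In Fig. 5 the rise of tlr1289 from low to high light in axenic culture is about 0.33 (log2), read by eye, against 1.02 here with reads divided by total reads and 0.46 with size factors. Without replicate A of axenic high light it is 0.70, within the spread of the paper's value; without replicate B or either low-light replicate it is not. The other 31 of 32 pairs lay within the spread between replicates.

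In Fig. 3 the ratio of rising NAD(P)H:quinone oxidoreductase genes with light in axenic culture is about 3.1, against 4.73; adjusted p alone, quantile normalization, the genes with the lowest means left out and leaving out axenic low light replicate B bring it within 1.5 times, and the other alternatives set before the data were examined do not. The F1/F0 ATPase ratio in axenic culture is about 1.2 in Fig. 3, against 1.97; median re-centring, the genes with the lowest means left out and leaving out replicate B of axenic low light or of axenic high light bring it within 1.5 times, and no other alternative of that kind does. The iron-sulfur SUF ratio with O_2_ in axenic culture is about 9.3 in Fig. 3, against 19.2; adjusted p alone, quantile normalization and leaving out replicate A of axenic high light or of axenic high oxygen bring it within 1.5 times, and the others do not.

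For the following no alternative set before the data were examined comes within 1.5 times. Phycobilisome antenna genes falling with light have ratios of about 2.8 in axenic and about 0.73 in binary culture in Fig. 3, against 1.13 and 0. Peroxide detoxification genes rising with O_2_ in axenic culture have about 2.5 in Fig. 3, against 0. That 0 follows from the grouping by symbol, which leaves out tll1454. The paper names this gene for peroxide detoxification, and it rose past the threshold in axenic culture (1.51). Photosystem I genes falling with O_2_ have about 34 in axenic and about 37 in binary culture in Fig. 3, against 0 and 0. Photosystem II genes falling with O_2_ in binary culture have about 49 in Fig. 3, against 20.5. That 20.5 rests on 2 of 25 members. It was 13.2 with quantile normalization (1 member) and 27.7 with median re-centring (3 members).

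The paper names psbV, psbX, psbV2, ccmK1 and ccmL as rising with irradiance; all 5 were called in binary culture, and in axenic culture psbX alone was. In axenic culture ccmK1 (tll0946) was called with adjusted p alone, quantile normalization and, chosen after seeing the values, voom scaled by protein-encoding reads and reads divided by total reads, and ccmL (tll0945) with adjusted p alone; psbV and psbV2 were called under no setting. It reports more photosystem II genes raised during partnership. On the deposited scale 13 rose with light in binary and 3 in axenic culture, but with reads divided by total reads 3 and 6 did. Within a steady state these genes were counted on the deposited scale alone. Within low light 1 was called higher and 5 lower in binary culture. At high light 0 were called higher and 1 lower, while 23 of 25 had a positive difference (median 0.37). It names hliC, hliA, sufD, iscU, grxD and tll1454 as rising with pO_2_; all 6 rose in both cultures, and the exceptions to a call were grxD in axenic culture (0.49) and iscU (tll1093) in binary culture (0.99), which was called there with adjusted p alone and, chosen after seeing the values, with both voom scalings, log2 of normalized reads plus 1 and reads divided by total reads. It places hliD (tsr1916) and tsl0063 in a group enriched with pO_2_; their values changed by -0.63 and -0.12 in axenic and 0.16 and -0.74 in binary culture, not past the threshold. For the transcripts of Fig. 5 it reports generally higher abundance in binary culture; on the measure of Fig. 5, the change from the own lowest level, binary culture was higher in 11 of 16 pairs of gene and level here, with reads divided by total reads and on the deposited scale, while a comparison of levels within each steady state was higher in 9 of 20 and its 2 called ones were lower. It reports opposite trends between the cultures in many cases; the sign was opposite in 5 of 16 pairs of gene and level on the deposited scale and in 7 with reads divided by total reads, where the light trend of tlr1289 was opposite (1.02 in axenic and -0.73 in binary culture). It gives argJ (tll1911) and tll1944 as falling with pO_2_ in axenic culture alone; both were called there and not in binary culture, but the difference between the cultures was not detectable, at 0.22 and 0.66. It reports higher enrichment ratios in binary culture for most O_2_-responsive functions; the ratio was higher in 5 of 7 here, with the same number of members called in both cultures in 3 of these. For the SUF system, 1 of the 3, more members were called in binary than in axenic culture with adjusted p alone (5 against 3) and, chosen after seeing the values, with reads divided by total reads (5 against 1), voom scaled by protein-encoding reads (4 against 2), and voom on the recovered reads and log2 of normalized reads plus 1 (4 against 3 in each); fewer were called in binary culture with no variance trend (2 against 3) and with the genes with the lowest means left out (2 against 3). Leaving out 1 sample also moved the number, to 1 or 2 of 5 in either culture.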

Other observations

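The test of the number of genes by steady state and of the binary light response on culture batch was set before the result was seen; the other tests here were chosen after it, and the reading at high light was added once the change from mid to high light had been seen.

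The number of genes called between binary and axenic culture was 163 at low light and 69 at mid light, where the letters differ, against 40 at high light, 44 at mid oxygen and 0 at high oxygen, where limma voom also called 0 and 160 genes had an unadjusted p under 0.05. These numbers rest on few samples: without 1 sample they ran from 112 to 246, 21 to 144, 16 to 41, 4 to 13 and 0 to 10 in that order. Letter and light level are confounded in binary culture, so for the numbers at these 2 steady states batch and partnership cannot be told apart. For the light response in binary culture the letter is argued against as its source: the step that crosses the letter, mid to high light, called 6 genes, and the step that does not, low to mid light, called 619. The genes called at mid light moved by -0.37 from mid to high light in binary culture, against a difference of 1.27 between the cultures at mid light and a change of 0.91 in axenic culture. They differed by 0.049 between the cultures at high light, which a batch effect of the letter gives and a partnership effect limited to mid light gives too, so these cannot be told apart.

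The share of genes rising with light may depend on the authors' normalization: with voom scaled by protein-encoding reads it was 67.6% in axenic culture, against 48.8% on the deposited scale, and moved the other way in binary culture, to 31.6% from 49.3%. Which scale gives the change per cell was not tested.

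Fig. 5 and Fig. S4 may have been made from reads divided by all reads of a sample: that scale lies nearer to the profiles of Fig. 5 in 30 of 32 pairs of gene and condition, with a median distance of 0.0100 against 0.23 with size factors, and nearer to Fig. S4 in 7 of 10 conditions. The fall of tlr1289 with light in binary culture in Fig. 5 may come from that scale, since its log2 ratio was -0.73 with it and -0.13 with size factors. The rRNA share differed widely between samples, and no biological explanation was tested.

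The T. elongatus genes that the paper names in its cluster sections, whose clusters come from other libraries, changed in the direction of their cluster in 49 of 55 pairs of gene and cluster in binary culture and in 51 of 55 in axenic culture. Past the threshold were 18 in binary and 13 in axenic culture, and no pair was called against the direction in either culture. Almost all of these calls were in the light clusters: D and C gave 13 and 4 in binary and 9 and 3 in axenic culture. In the O_2_ clusters, G gave 0 of 18 and H gave 1 of 5 in each culture.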
